# Microglial SIRPα regulates the emergence of CD11c^+^ microglia and demyelination damage in white matter

**DOI:** 10.7554/eLife.42025

**Published:** 2019-03-26

**Authors:** Miho Sato-Hashimoto, Tomomi Nozu, Riho Toriba, Ayano Horikoshi, Miho Akaike, Kyoko Kawamoto, Ayaka Hirose, Yuriko Hayashi, Hiromi Nagai, Wakana Shimizu, Ayaka Saiki, Tatsuya Ishikawa, Ruwaida Elhanbly, Takenori Kotani, Yoji Murata, Yasuyuki Saito, Masae Naruse, Koji Shibasaki, Per-Arne Oldenborg, Steffen Jung, Takashi Matozaki, Yugo Fukazawa, Hiroshi Ohnishi

**Keywords:** microglia, white matter, tissue repair, demyelination, CD11c, Mouse

## Abstract

A characteristic subset of microglia expressing CD11c appears in response to brain damage. However, the functional role of CD11c^+^ microglia, as well as the mechanism of its induction, are poorly understood. Here we report that the genetic ablation of signal regulatory protein α (SIRPα), a membrane protein, induced the emergence of CD11c^+^ microglia in the brain white matter. Mice lacking CD47, a physiological ligand of SIRPα, and microglia-specific SIRPα-knockout mice exhibited the same phenotype, suggesting that an interaction between microglial SIRPα and CD47 on neighbouring cells suppressed the emergence of CD11c^+^ microglia. A lack of SIRPα did not cause detectable damage to the white matter, but resulted in the increased expression of genes whose expression is characteristic of the repair phase after demyelination. In addition, cuprizone-induced demyelination was alleviated by the microglia-specific ablation of SIRPα. Thus, microglial SIRPα suppresses the induction of CD11c^+^ microglia that have the potential to accelerate the repair of damaged white matter.

## Introduction

Microglia constantly survey the microenvironment of the brain. When microglia encounter tissue damage, they become activated, produce multiple humoral factors and show enhanced phagocytic activity; microglia thus play a central role in the removal and repair of damaged tissues (Kettenmann et al., 2011). However, the excessive activation of microglia results in the progression of inflammation and tissue degeneration, which is harmful to the brain environment (Kettenmann et al., 2011). The activation of microglia has been reported in various neurodegenerative diseases and brain injuries, including Alzheimer’s disease (AD), amyotrophic lateral sclerosis (ALS), and demyelinating diseases (Chiu et al., 2013; Holtman et al., 2015; Kamphuis et al., 2016; Remington et al., 2007; Wang et al., 2015).

In animal models of these disorders, a characteristic subset of microglia that express integrin αX or CD11c, a marker of murine peripheral dendritic cells and selected macrophages, appear in the affected brain regions. The expression of CD11c is a marker for ‘primed’ microglia that are not fully activated but rather are in a pre-activation state (Holtman et al., 2015; Norden and Godbout, 2013). The appearance of CD11c^+^ microglia has also been reported during postnatal development and normal aging (Bulloch et al., 2008; Kaunzner et al., 2012). In both cases, CD11c^+^ microglia characteristically appeared in the brain white matter, where myelin construction during the late developmental stage (Baumann and Pham-Dinh, 2001) or the accumulation of damaged myelin debris during aging were remarkable (Safaiyan et al., 2016). It was also shown that demyelination markedly induced CD11c^+^ microglia, even in the adult brain (Remington et al., 2007), but this induction was suppressed in mutant mice lacking Trem2 or Cx3Cr1 (Lampron et al., 2015; Poliani et al., 2015), which are functional molecules that promote phagocytosis. Of note, the clearance of myelin debris was markedly impaired in these mutant mice (Cantoni et al., 2015; Lampron et al., 2015; Poliani et al., 2015). CD11c^+^ microglia also accumulate around amyloid plaques in an AD mouse model that has gene expression patterns indicating an enhanced capacity for phagocytosis (Kamphuis et al., 2016; Wang et al., 2015). The phagocytic ability of CD11c^+^ microglia thus might contribute to the removal and repair of damaged tissues. However, the physiological roles of CD11c^+^ microglia, as well as the mechanisms controling the induction of CD11c^+^ microglia, are not fully understood.

SIRPα (CD172a) is a membrane protein that is highly expressed in macrophages and dendritic cells. The extracellular region of SIRPα specifically interacts with another membrane protein CD47 to promote cell–cell contact signals (Matozaki et al., 2009). Interactions between SIRPα on phagocytic cells and CD47 on phagocytosed targets, such as erythrocytes, cancer cells, and apoptotic cells, act as a ‘don’t eat me’ signal and thereby control erythrocyte homeostasis, elimination of cancer cells, and the formation of arteriosclerotic plaques (Chao et al., 2011; Ishikawa-Sekigami et al., 2006; Kojima et al., 2016; Willingham et al., 2012). In the brain, SIRPα and CD47 are abundantly expressed on neurons (Ohnishi et al., 2010), and SIRPα is also expressed on microglia (Gitik et al., 2011). It is assumed that SIRPα on microglia interacts with neuronal CD47 to suppress microglial activation (Saijo and Glass, 2011), because SIRPα contains an immunoreceptor tyrosine-based inhibitory motif (ITIM) in its cytoplasmic region (Barclay and Hatherley, 2008; Matozaki et al., 2009). However, direct in vivo evidence supporting this model is missing. Here, we analysed the role of SIRPα in the control of microglial activation using CD47–SIRPα signal-deficient mice and defined a critical microglia control module. Specifically, our results establish that SIRPα on microglia controls cell activation through the interaction with its ligand CD47 and negatively regulates the induction of CD11c^+^ microglia, which have the potential to support the repair of damaged myelin, in white but not in grey matter.

## Results

### Emergence of CD11c^+^microglia in the brain white matter of SIRPα-deficient mice

To examine the role of SIRPα in microglial activation, brains of SIRPα knockout (KO) mice were subjected to immunohistochemical analysis using antibodies specific to Iba1, a microglia marker, and to CD68, a marker for phagocytically active microglia (Figure 1A). The numbers of Iba1^+^cells as well as of Iba1^+^/CD68^+^ cells in the white matter, such as the fimbria, were significantly increased in the brains of SIRPα KO mice compared with those of wild-type (WT) control mice, suggesting the activation of microglia in these regions (Figure 1A and B). The activation of microglia in the white matter of SIRPα KO mice was similar to the phenotype reported in aged mice, in which numbers of CD11c^+^ microglia were reported to be increased (Kaunzner et al., 2012). Next, we examined the effect of the genetic ablation of SIRPα on the expression of CD11c by microglia by using CD11c–EYFP transgenic (Tg) mice (Lindquist et al., 2004), in which the expression of CD11c is detected with the enhanced yellow fluorescent protein reporter gene. The numbers of Iba1^+^ cells and EYFP^+^ cells were markedly increased in the white matter (including the corpus callosum, external capsule, fimbria, and internal capsule) of SIRPα KO:CD11c–EYFP Tg mice when compared with that of control SIRPα WT:CD11c-EYFP Tg mice (Figure 1C). Most EYFP^+^ cells in the white matter of SIRPα KO mice were Iba1 positive, suggesting that they were CD11c^+^ microglia (Figure 1D *lower panels*). By contrast, the EYFP signal was barely detected in the grey matter of either genotype (Figure 1D *upper panels*). The white matter-specific emergence of Iba1^+^/CD11c^+^ cells was also confirmed using an antibody that is specific to CD11c in the brain or spinal cord of SIRPα KO mice (Figure 2A and B).

**Figure 1.**
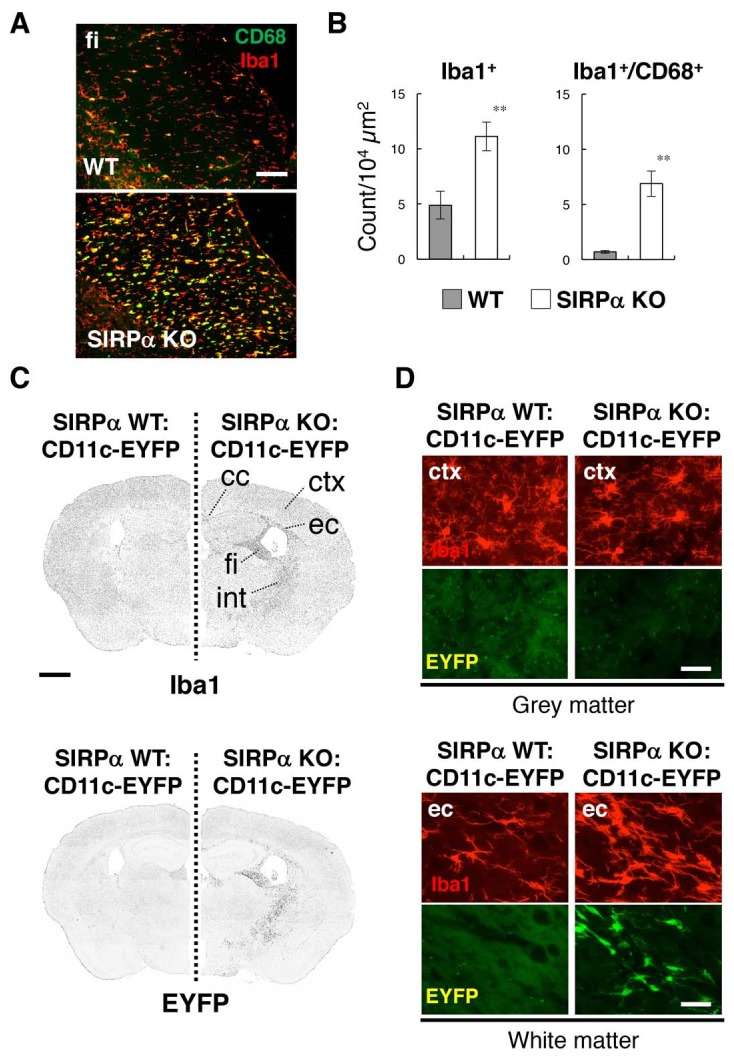
Activation of microglia in the brain white matter of SIRPα KO mice. (**A**) Immunofluorescence staining of coronal brain sections prepared from control (WT) or SIRPα null mutant mice (SIRPα KO) with antibodies to Iba1 (red) and CD68 (green). Merged images are shown. fi, fimbria. (**B**) Quantitative analysis of the number of Iba1^+^ (*left panel*) and Iba1^+^/CD68^+^ (*right panel*) microglia in the fimbria of WT (filled bars) and SIRPα KO mice (open bars) at 18–20 wks of age. Data are the means ± SEM (n = 6 images from three mice for each genotype). **p<0.01 (Welch’s t-test). (**C, D**) Immunofluorescence staining with a specific antibody for Iba1 of coronal brain sections prepared from control CD11c–EYFP Tg mice (at 30–32 wks of age) carrying a homozygous SIRPα WT allele (SIRPα WT:CD11c–EYFP, *left side*) or a SIRPα null mutation (SIRPα KO:CD11c–EYFP, *right side*). Images in panel (**C**) are lower-magnification images of the immunoreactivity of Iba1 (*upper panels*) and of the fluorescence of EYFP in the same sections (*lower panels*). Images were converted to grey scale and then inverted to clarify the fluorescence signal. Images in panel (**D**) are higher-magnification images of the immunoreactivity of Iba1 (*red*) and fluorescence of EYFP (*green*) in grey matter (ctx, cerebrum cortex; *upper panels*) and white matter (ec, external capsule; *lower panels*). cc, corpus callosum; ec, external capsule; fi, fimbria; int, internal capsule. Data are representative of at least three independent animals. Scale bars: 100 μm (**A**), 1 mm (**C**), and 50 μm (**D**).

**Figure 2.**
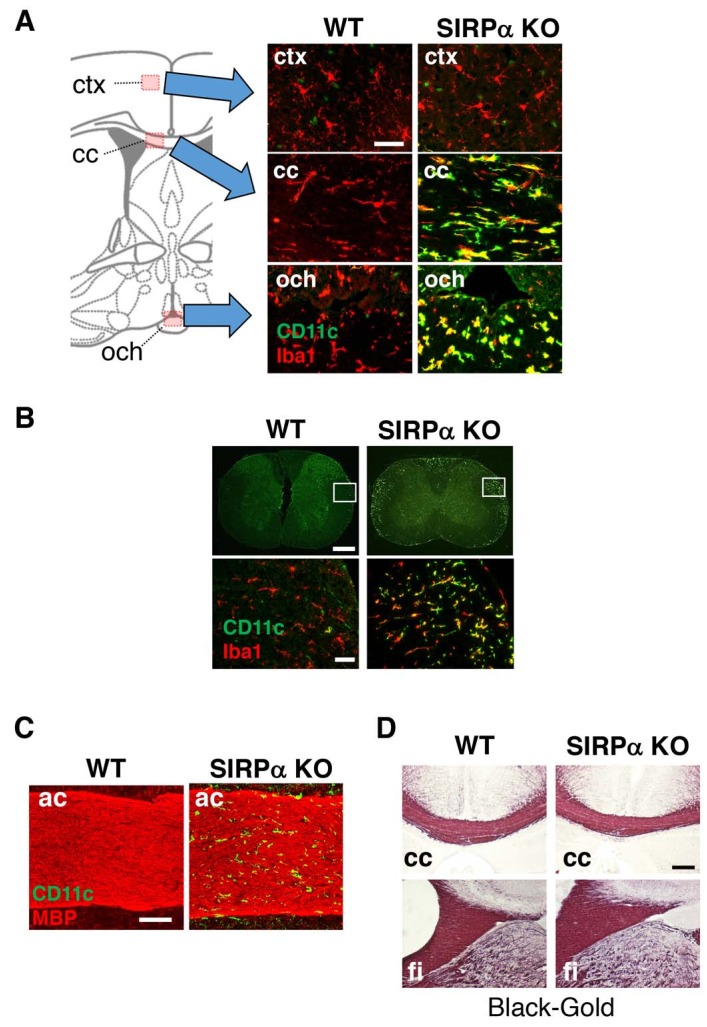
CD11c^+ ^microglia in the white matter of SIRPα KO mice. (**A, B**) Coronal sections were prepared from brain (**A**) and spinal cord (**B**) of control (WT) or SIRPα null-mutant mice (SIRPα KO) at 18–20 wks of age and stained with specific antibodies for Iba1 (*red*) and CD11c (*green*). In panel (**A**), merged images are shown. Schematic diagrams of brain sections are shown on the left side. The boxed areas in panel (**B**) are shown at a higher magnification in the lower panels. cc, corpus callosum; ctx, cerebrum cortex; och, optic chiasma. (**C, D**) Coronal brain sections of control (WT) or SIRPα null-mutant mice (SIRPα KO) at 29–32 (**C**) or 10–11 (**D**) wks of age were stained with antibodies to myelin basic protein (MBP) (*red*) and CD11c (*green*) (**C**), or Black-Gold (**D**). ac, anterior commissure; cc, corpus callosum; fi, fimbria. Data are representative of at least three independent animals. Scale bars: 50 μm (A, B *lower panels*), 1 mm (B *upper panels*), 100 μm (**C**), and 200 μm (**D**).

Myeline damage causes microglia activation and an increase in the number of CD11c^+^ microglia in the white matter of the brain (Remington et al., 2007). Thus, we examined the structural integrity of myelin in SIRPαKO mice. Although a marked increase in the number of CD11c^+^ cells was observed in the anterior commissure of SIRPαKO mice, no appreciable demyelination was evident after immunostaining for myelin basic protein (MBP) (Figure 2C). Myelination in the corpus callosum and fimbria were also normal in SIRPαKO mice when examined by myelin staining with a gold-phosphate complex (Black-Gold II) (Figure 2D).

### Increased expression of innate immune molecules in CD11c^+ ^microglia in the brain of SIRPα-deficient mice and aged mice

We then examined the characteristics of the CD11c^+^ microglia. Microglia were isolated from the spinal cord of SIRPα KO and control WT mice, and the CD11b^+^/CD45^dim/lo^ fraction was analysed by flow cytometry (Figure 3A–3C). The yield of microglia from SIRPα KO mice was significantly greater than that from control mice (means ± SEM were 8.02 ± 0.36 and 4.57 ± 0.98 × 10^4^ cells/mouse, respectively; n = 5 for control and 3 for KO animals; p=0.02161 (Welch’s *t*-test)), indicating an increased number of microglia in the spinal cord of SIRPα KO mice. As expected, the expression of SIRPα was completely abolished in microglia prepared from SIRPα KO mice (Figure 3A). Consistent with the results from immunohistochemical analysis, CD11c^+^/CD11b^+^/CD45^dim/lo^ microglia were increased in SIRPα KO mice when compared with control WT mice (Figure 3B). The forward (FSC) and side (SSC) scatter distribution of CD11c^+^ microglia were similar to those of the CD11c^–^ microglia in the SIRPα KO mice, suggesting that cell size and granularity (complexity) were comparable between the two subsets (Figure 3—figure supplement 1). CD11c^+^ microglia expressed higher levels of innate immune molecules (including CD14, Dectin-1, and CD68) when compared with CD11c^−^ microglia in SIRPα KO mice (Figure 3C). To compare the CD11c^+^ microglia in SIRPα KO mice with those in aged WT mice (Bulloch et al., 2008; Kaunzner et al., 2012), microglia isolated from adult (16–18 weeks of age) and aged (69–105 weeks of age) WT mice were analysed in the same manner (Figure 3D–F). The expression levels of SIRPα in microglia were comparable in aged and adult mice (Figure 3D). CD11c^+^ microglia were increased in aged mice (as in SIRPα KO mice) when compared with adult mice (Figure 3E). In addition, the CD11c^+^ microglia in the aged mice expressed higher levels of CD14, Dectin-1, and CD68 than the CD11c^−^ microglia of these mice, as was also the case in SIRPα KO mice (Figure 3F).

**Figure 3.**
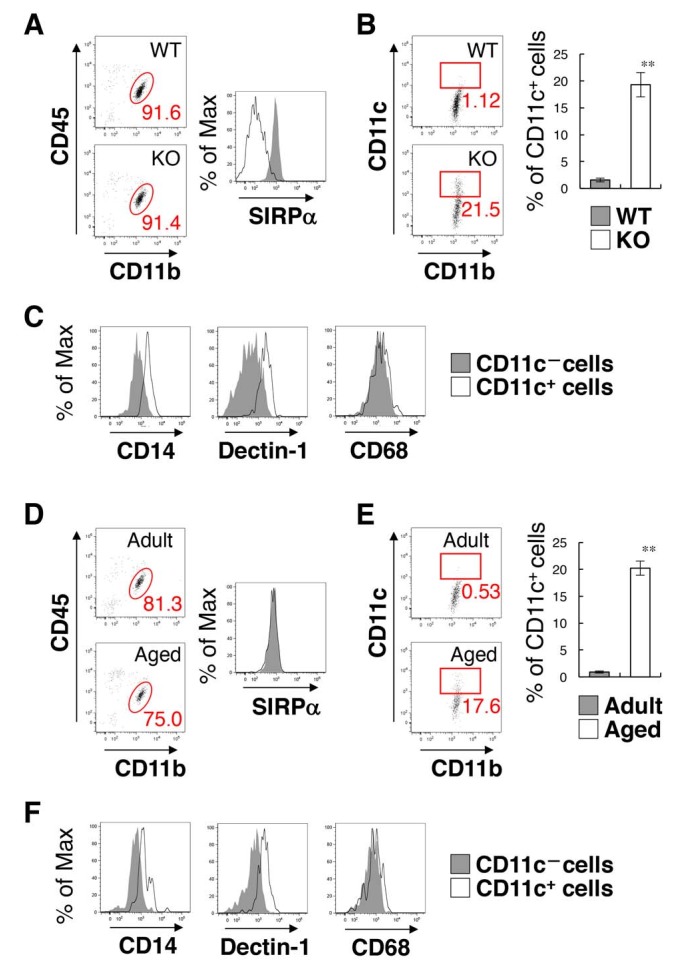
Flow cytometry analysis of microglia in SIRPα KO mice and WT aged mice. (**A**) Cells isolated from the spinal cord of control WT or SIRPα KO (KO) mice at 14 wks of age were incubated with a PE-conjugated monoclonal antibody (mAb) to SIRPα, a PerCP–Cy5.5-conjugated mAb to CD45, and an FITC-conjugated mAb to CD11b. The expression of CD11b and CD45 on monocyte cells or of SIRPα on CD11b^+^/CD45^dim/lo^ microglia was analysed by flow cytometry. The percentage of CD11b^+^/CD45^dim/lo^ microglia among putative monocytes is indicated in each plot (*left plots*). The expression profiles for SIRPα on CD11b^+^/CD45^dim/lo^ microglia are shown in the right panel. (**B**) Cells prepared as in panel (**A**) from WT or SIRPα KO mice at 14–21 wks of age were stained with antibodies to CD45, CD11b, and CD11c, and analysed by flow cytometry. The percentage of CD11b^+^/CD45^dim/lo^/CD11c^+^ microglia among total CD11b^+^/CD45^dim/lo^ microglia is indicated in each plot. Quantitative data are shown in the right panel. Filled and open bars indicate WT and SIRPα KO mice, respectively. (**C**) Cells prepared from SIRPα KO mice were stained for CD45, CD11b and CD11c, as well as for CD14, Dectin-1, or CD68. Plots were gated on CD11b^+^/CD45^dim/lo^ cells, and CD14, Dectin-1, or CD68 on CD11c–positive and -negative microglia were analysed. The expression profiles for each molecule in CD11b^+^/CD45^dim/lo^ microglia are shown. (**D**) Cells isolated from adult (18 wks of age) or aged (104 wks of age) mice were isolated and analysed as in panel (**A**). (**E**) Cells prepared as in panel (**D**) from adult (16–18 wks of age) or aged (69–105 wks of age) mice were analysed as in (**B**). Quantitative data are shown in the right panel. Filled and open bars indicate adult and aged mice, respectively. (**F**) Cells prepared from aged mice were analysed as in panel (C).Data in panels (**B**) and (**E**) are the means ± SEM (*n* = 5 (**B**) and 3 (**E**) independent experiments). **p<0.01 (Welch’s t-test). Other data are representative of at least 3–5 independent experiments. Filled and open traces in panels (**A**), (**C, F**), and (**D**) indicate WT and SIRPα KO mice (**A**), CD11c^–^ and CD11c^+^ cells (**C, F**), and adult and aged mice (**D**), respectively.

**Figure 3—figure supplement 1.**
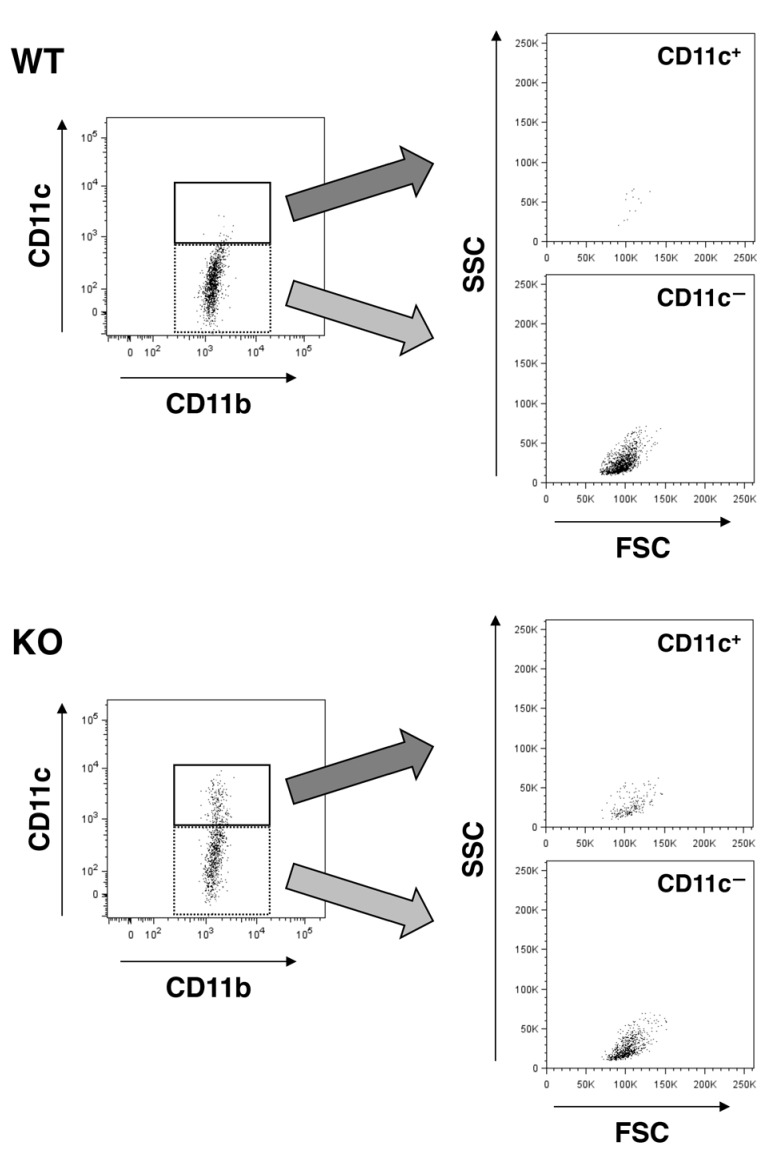
Forward (FSC) and side (SSC) scatter distribution of CD11c^+^microglia. FSC/SSC distribution of WT (*upper panels*) and SIRPαKO (*lower panels*) microglia were analysed. CD11c^+^ and CD11c^—^ microglia in the left panels (events in the solid and dotted rectangles, respectively) are presented on the FSC/SSC plots in the right panels. Scatter plots in the left panels are identical to those shown in Figure 3B. All data used in Figure 3B were analysed in the same way, and representative results are shown.

**Figure 3—figure supplement 2.**
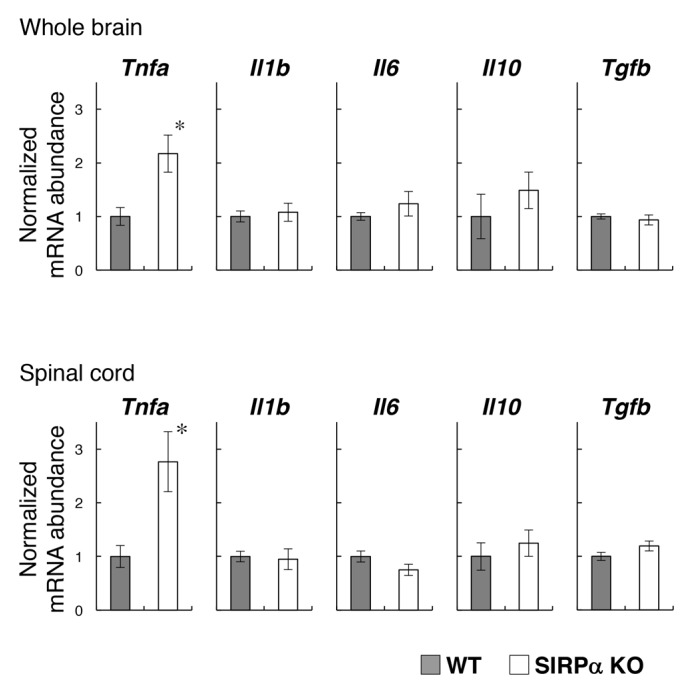
Expression of pro- and anti-inflammatory cytokines in the brain and spinal cord of SIRPα KO mice. Whole brains and spinal cords were dissected from WT or SIRPα KO mice at 13–20 wks of age for the isolation of total RNA. The expressions of the indicated cytokines were then determined by quantitative polymerase chain reaction (PCR) analysis. The amount of each mRNA was normalised to that of glyceraldehyde-3-phosphate dehydrogenase (GAPDH) mRNA and is presented relative to the mean value for control WT mice. Filled and open bars indicate WT and SIRPα KO mice, respectively. Data are the means ± SEM (*n* = 6 mice for each genotype). *p<0.05 (Welch’s t-test).

To address the effect of the increase of CD11c^+^ microglia on inflammatory responses, we examined the expression of pro- and anti-inflammatory cytokines in the brain and spinal cord by quantitative PCR analysis. Among the examined cytokines (*Tnfa*, *Il1b*, *Il6*, *Il10*, and *Tgfb*), the expression of TNF-α (*Tnfa*) was increased in SIRPα KO as compared to WT mice (Figure 3—figure supplement 2).

### Induction of CD11c^+^ microglia in the white matter of CD47-deficient mice

To address the mechanism involved in the regulation of microglia activation by SIRPα, we examined the effect of the genetic ablation of CD47, a membrane protein and SIRPα ligand (Matozaki et al., 2009). In the brain of CD47 KO mice, CD11c^+^ microglia were increased in the white matter, as was also the case for SIRPα KO mice (Figure 4A). The number of Iba1^+^ microglia was increased more than 2.5-fold in the hippocampal fimbria, and about 70% of the Iba1^+^ microglia expressed CD11c (Figure 4B). As in SIRPα KO mice, the yield of microglia in CD47 KO mice was increased compared to that in WT mice (means ± SEM were 7.65 ± 0.92 and 3.34 ± 0.85 × 10^4^ cells/head, respectively; n = 5 animals; p=0.00874 (Welch’s t-test)). Flow cytometric analysis showed that CD47 was expressed in WT microglia and was completely absent in CD47 KO microglia (Figure 4C). In addition, we found that the expression of SIRPα was markedly increased in CD47 KO microglia (Figure 4C). We also examined the expression of CD47 in SIRPα KO microglia, and found that the expression of CD47 was increased in microglia prepared from SIRPα KO mice (Figure 4D).

**Figure 4.**
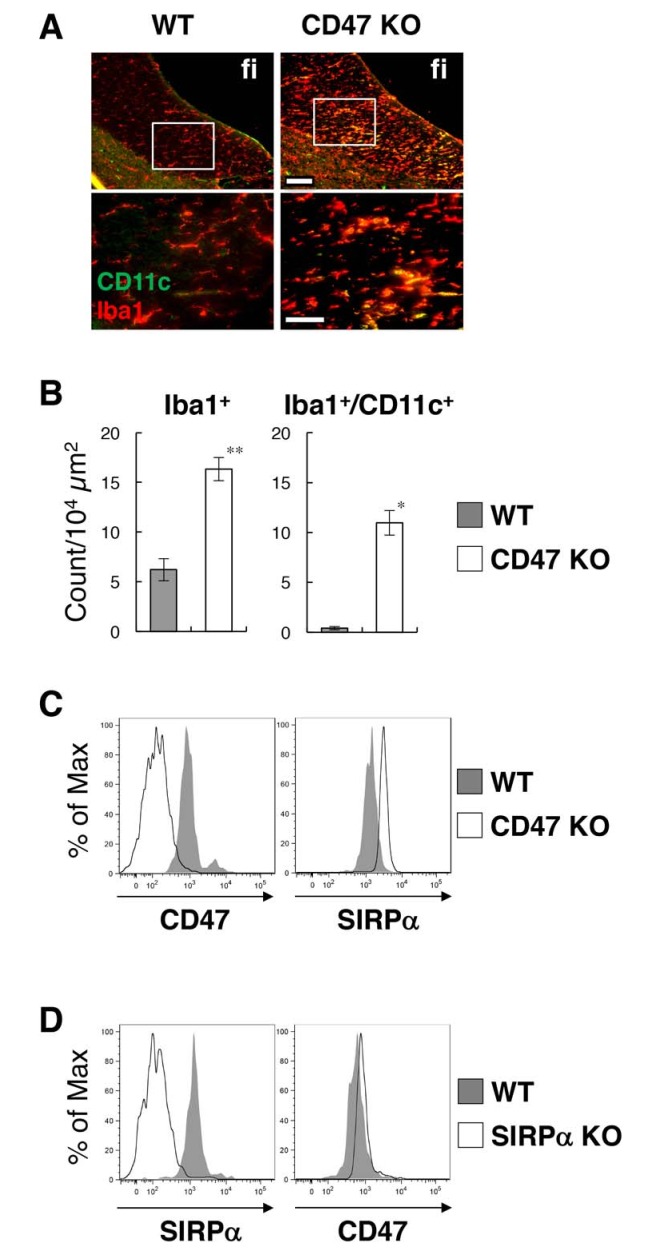
Activation of microglia in the brain white matter of CD47 KO mice. (**A**) Immunofluorescence staining of coronal brain sections prepared from control (WT) or CD47 KO mice at 19 wks of age with antibodies to Iba1 (*red*) and CD11c (*green*). Merged images are shown. The boxed areas in the upper panels are shown at higher magnification in the lower panels. fi, fimbria. Scale bars: 100 μm (*upper panels*), 50 μm (*lower panels*). (**B**) Quantitative analysis of the number of Iba1^+^ (*left panel*) and Iba1^+^/CD11c^+^ (*right panel*) microglia in the fimbria of WT (filled bars) and CD47 KO mice (open bars) at 13–27 wks of age. Data are the means ± SEM (n = 3 images from 3 mice for each genotype). **p<0.01, *p<0.05 (Welch’s t-test). (**C, D**) Cells were isolated from the spinal cord of WT or CD47 KO mice at 14–16 wks of age (**C**), or from brain of WT or SIRPα KO female mice at 12 wks of age (**D**). Expressions of SIRPα and CD47 on CD11b^+^/CD45^dim/lo^ microglia were analysed by flow cytometry. Filled and open traces indicate WT and CD47 KO (**C**) or SIRPα KO (**D**) mice, respectively. Data in (**C**) are representative of at least three independent experiments. Data in panel (**D**) are also representative of th independent experiments with brain (n = 2, one male pair and one female pair) and spinal cord (n = 1, one female pair) microglia.

### Increased expression of genes for the repair of damaged myelin in CD47-deficient mice

To address the impact of the emergence of activated CD11c^+^ microglia on the brain environment, we compared gene expression in the white matter (optic nerve and optic tract) of CD47 KO mice and WT control mice by microarray transcriptome analysis. The expression of total of 14,875 genes was detected in both or either of the genotypes. The expression of 594 and 548 genes was markedly (>2 fold) increased and decreased, respectively, in CD47 KO mice when compared with WT mice (Supplementary file 1). Pathway analysis with Database for Annotation, Visualization and Integrated Discovery (DAVID) ver. 6.8 (https://david.ncifcrf.gov/) (Huang et al., 2009a; Huang et al., 2009b) suggested that the genes whose expression increased in the white matter of CD47 KO mice were significantly enriched in pathways such as infectious diseases, phagocytosis, and immune responses, probably reflecting the activation of microglia (Figure 5A). By contrast, genes whose expression was decreased in CD47 KO mice were mostly enriched in pathways for neuronal ligand–receptor interaction, and were also enriched in pathways such as calcium signaling and neuronal synapses (Figure 5B).

**Figure 5.**
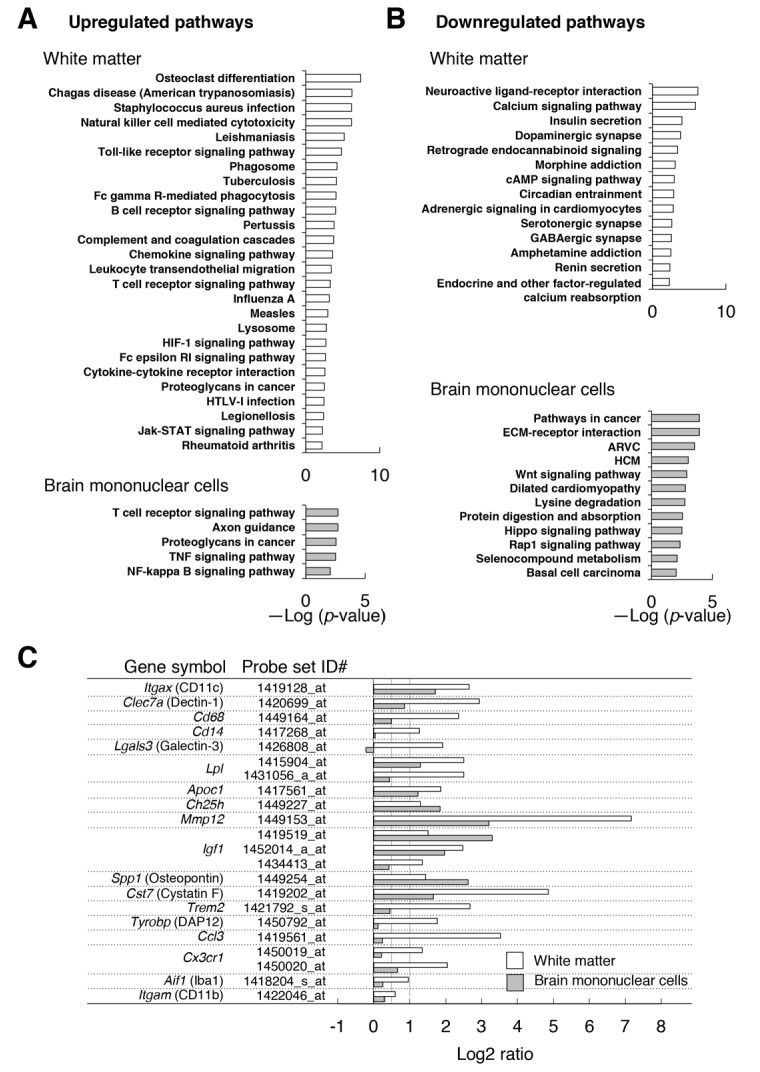
Microarray transcriptome analyses of the white matter and the brain mononuclear cells of CD47 KO mice. (**A,B**) The results of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis with DAVID. Statistically significant (p-value <0.01) KEGG enrichment pathways of up- (**A**) or downregulated (**B**) genes in the white matter (optic nerve and optic tract) (*upper panels*) or in the brain mononuclear cells (*lower panels*) of CD47 KO mice. Enrichment score is expressed as –Log (*p*-value). ARVC, Arrhythmogenic right ventricular cardiomyopathy; HCM, Hypertrophic cardiomyopathy. (**C**) The expression changes of selected genes that are characteristic of microglia or of de- and re-myelination processes. For each probe set on the microarray, the fold-change of gene expression in the CD47 KO mice compared with WT mice was expressed as a log_2_ ratio. Open and filled bars represent data for white matter and the brain mononuclear cells, respectively. Probe set ID#: Affymetrix probe set ID number for Mouse 430 2.0 Gnome Arrays.

**Figure 5—figure supplement 1.**
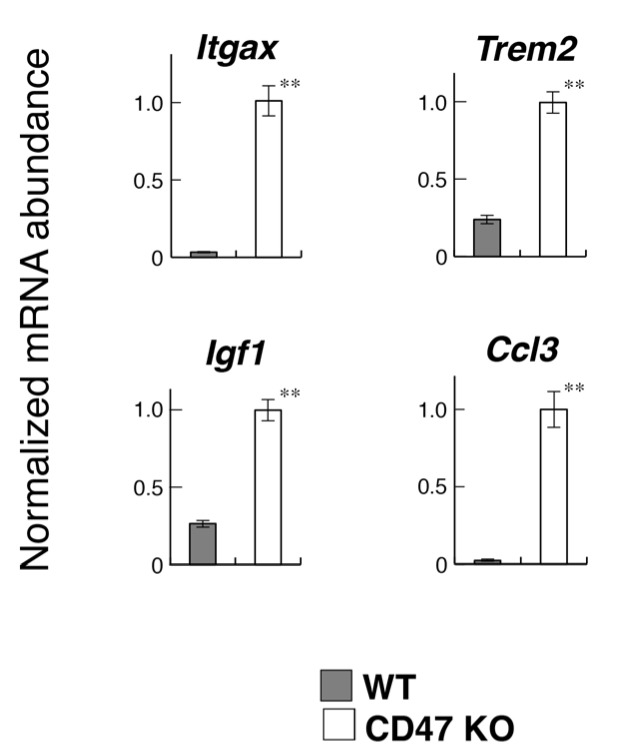
Quantitative PCR analyses of white matter RNA. Total RNA samples from the optic chiasm and optic nerve of CD47 KO and WT mice (n = 4 and 6, respectively) were subjected to quantitative PCR analysis to determine the expression levels of the indicated genes. The amount of each mRNA was normalised to that of glyceraldehyde-3-phosphate dehydrogenase (GAPDH) mRNA and presented relative to the mean value for control WT mice. Filled and open bars indicate WT and SIRPα KO mice, respectively. Data are the means ± SEM. **p<0.01 (Welch’s t-test).

**Figure 5—figure supplement 2.**
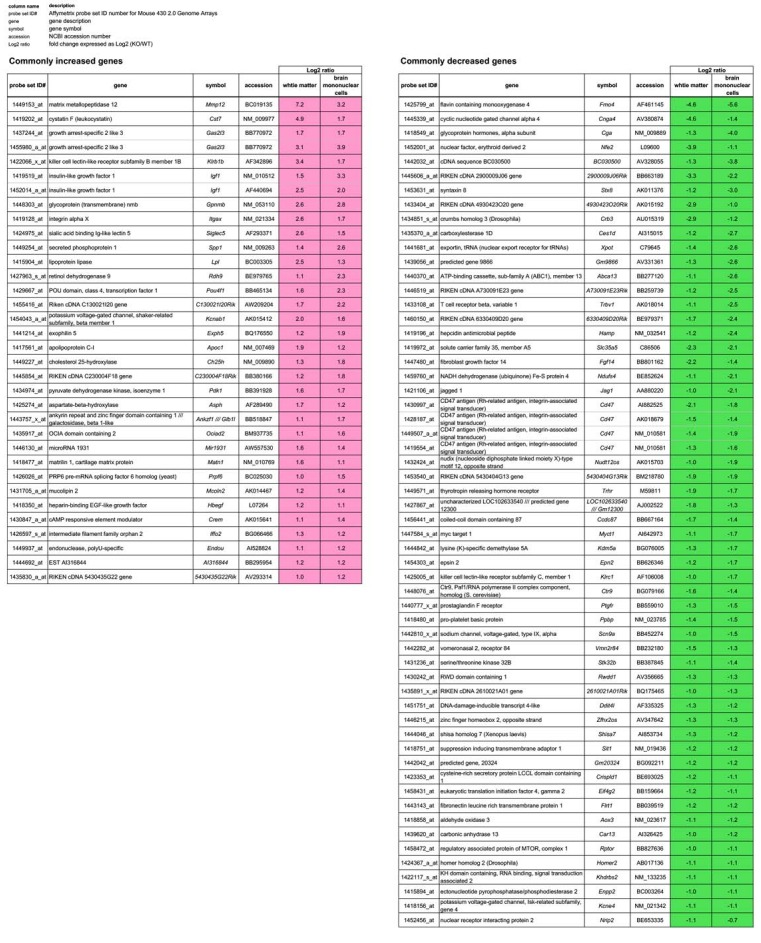
Genes whose expression levels are commonly changed from WT levels in both the white matter and the brain mononuclear cells of CD47 KO mice. The genes whose expression levels are commonly changed more than 2-fold (|Log2 ratio| > 1) from WT levels in both the white matter and the brain mononuclear cells of CD47 KO mice are listed. Probe set ID#, Affymetrix probe set ID number for Mouse 430 2.0 Genome Arrays; gene, gene description; symbol, gene symbol; accession, NCBI accession number; Log2 ratio, fold change expressed as Log2 (KO/WT). 10.7554/eLife.42025.011Figure 5—figure supplement 2—source data 1.Source data of Figure 5—figure supplement 2.

Consistent with the results of immunohistochemical and flow cytometric analyses, the expression of *Itgax* (CD11c), *Clec7a* (Dectin-1), *Cd68*, and *Cd14* were markedly increased (>2-fold: Log2 ratio >1) in the white matter of CD47 KO mice compared with that of WT mice (Figure 5C). By contrast, the expression of the microglial markers *Aif1* (Iba1) and *Itgam* (CD11b) was only moderately increased (<2 fold). Thus, the marked increase in the expression of CD11c and the other molecules was probably related to characteristic changes in the mutant microglia (or other cells) in the white matter, rather than to the increased number of microglia. Quantitative PCR analysis of selected genes (*Itgax*, *Igf1*, *Trem2*, *Ccl3*), which were increased in the microarray analysis, also showed significant induction (Figure 5—figure supplement 1). We noted that several transcripts whose expression was reported to be increased in microglia during the repair of damaged myelin (Holtman et al., 2015; Olah et al., 2012; Poliani et al., 2015; Selvaraju et al., 2004) were markedly increased (>2 fold) in the white matter of CD47 KO mice (Figure 5C). These included *Itgax*, *Lgals3*, and *Clec7a*, markers of primed microglia; *Lpl*, *Apoc1*, and *Ch25h*, encoding molecules for lipid transport; *Mmp12*, encoding a tissue remodeling factor; *Igf1*, and *Spp1*, encoding trophic factors promoting oligodendrocyte differentiation; and *Cst7* (Cystatin F), which encodes a cysteine proteinase inhibitor. We also found that several positive regulators of microglia phagocytosis, *Trem2*, *Tyrobp*, and *Cx3cr1* (Lampron et al., 2015; Poliani et al., 2015), were increased in the white matter of the mutant mice.

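Gene expression in brain mononuclear cells was measured on the GeneChip Mouse Genome array, which reads each gene through 1 or more probe sets, groups of short probes that match its transcript. The cells were collected from digested whole brain at the interface of a Percoll gradient, where microglia gather with other cells of like density. RNA from 7 WT mice aged 10 to 15 wks was pooled, as was RNA from 6 CD47 KO mice aged 12 to 16 wks. The paper describes all of them as male, and *Xist*, the RNA of X inactivation, was bright in both pools. Each pool was amplified from 20 ng of total RNA and hybridised to 1 array. With 1 array per genotype there are no replicates, so no p-value and no error between animals can be given for any difference that follows. *Cd47*, the gene knocked out, encodes the ligand of SIRPα. Its brightest probe set had a signal of 5816 in WT cells and 1688 in CD47 KO cells, a Log2 ratio (KO/WT) of -1.79. The 5 expressed *Cd47* probe sets had Log2 ratios between -1.45 and -1.86. Where these probe sets lie relative to the disrupted part of the gene is not given in the sources used here, so the signal that was left does not measure remaining protein. *Sirpa*, which encodes the receptor, had a Log2 ratio of 0.16 on its brightest probe set and 0.44 and 0.18 on the others.

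The deposited values are MAS5 signals, a linear measure of brightness, which the authors' software had scaled to a trimmed mean of 500.002 on both arrays. The median signal was 161 on the WT array and 146 on the CD47 KO array. The 9 hybridization control probe sets, which read RNA added in equal amounts to both samples, had Log2 ratios from -0.01 to 0.15. Log2 ratios were taken from the signals as deposited, with no offset. A probe set was counted as expressed when its signal reached the median of its own array on at least 1 of the 2 arrays. The value of a gene is that of its probe set with the highest mean signal, except in counts of genes past 2-fold, where any expressed probe set counted.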

We next examined gene expression in the brain mononuclear cells, in which microglia were enriched. 

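Transcripts of microglia were among the brightest on both arrays. *Tyrobp*, which encodes the signaling adaptor of Trem2, had a signal of 16223 in WT cells and 17617 in CD47 KO cells. *Ccl3*, a chemokine gene, had 18268 and 21694. The 75th percentile of all signals was 540 and 531. Of the genes listed as typical of homeostatic microglia, 27 were expressed, and all 27 reached the array median in both genotypes. Transcripts of other brain cells were bright as well. The choroid plexus gene *Ttr*, which encodes transthyretin, had signals of 23088 and 23613. *Snap25*, a neuronal gene of synaptic vesicle fusion, had 17563 and 17607, and *Slc1a2*, the glutamate transporter of astrocytes, had 8851 and 10762. *S100a9*, a calcium-binding protein gene of neutrophils, had 22757 and 24191. By the signal rule, 11695 genes were expressed on at least 1 array through 21167 probe sets. The probe sets that carry exactly 1 gene symbol in the annotation name 18193 genes in all. The study's detection calls are not used here.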

Expression of a total 16,544 genes was detected in either CD47 KO and WT control cells or both. Among them, the expression of 1323 and 2286 genes was markedly (>2 fold) increased and decreased, respectively, in the CD47 KO cells (Supplementary file 2). 

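Among genes with bright probe sets, the increases in CD47 KO cells were led by *Col19a1*, which encodes a collagen, with a Log2 ratio of 2.27. *Apobec1*, a cytidine deaminase gene of mRNA editing, followed with 2.13. The 12 highest ratios also included those of *Cgas*, which encodes a sensor of cytosolic DNA, with 1.79 and *Gimap3*, a GTPase gene of lymphocytes, with 1.68. The decreases were larger. *Bpifa1*, which encodes a secreted protein of the airway epithelium, went from a signal of 2341 to 48.9, a Log2 ratio of -5.58, and its relative *Bpifb3* had -2.46. The pituitary hormone genes *Gh*, *Cga* and *Pomc* had Log2 ratios of -3.46, -4.01 and -2.26. With a constant added to both signals, *Bpifa1* had -4.76 and *Cga* had -3.09. The 4 expressed *Gh* probe sets ranged from -3.46 to -4.12. *Tgfb2*, a cytokine gene of the TGF-β family, had -2.44 on its brightest probe set and -1.61 and -0.73 on the others.

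In all, 763 genes were increased and 1052 were decreased more than 2-fold by at least 1 expressed probe set, and 38 genes with probe sets past 2-fold in both directions were left out. Of the 6922 genes with a signal at or above the 75th percentile of either array, 95 were increased and 143 decreased on their brightest probe set. Dim probe sets passed more often. The share past 2-fold was 25.6% in the dimmest 25% of expressed probe sets by mean signal, 8.77% and 2.72% in the groups of middle brightness and 0.699% in the brightest 25%. The signal threshold keeps a probe set below the median of 1 array only where it reaches the median of the other. With the median required on both arrays, 18163 of the 21167 expressed probe sets were left. Their shares past 2-fold were 5.70%, 6.19%, 2.29% and 0.507%. Of 1184 probe sets past 2-fold in genes with 2 or more expressed probe sets, 201 (17.0%) were matched by another probe set of the gene in the same direction. *Pde7a*, a phosphodiesterase gene, had a Log2 ratio of 2.06 on its brightest probe set and a mean of 0.13 over its expressed probe sets. The counts were 156 and 216 with the signal threshold at the 75th percentile of the arrays, and 925 and 861 after quantile normalization.

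**Figure D1:**
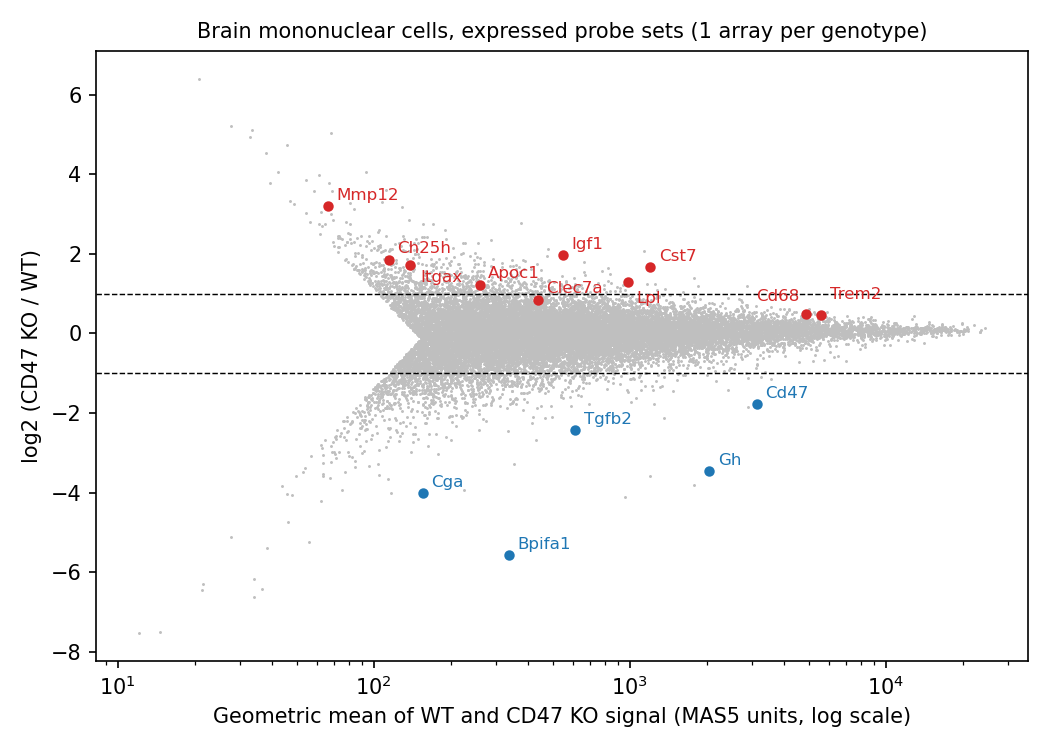
Log2 ratio (KO/WT) of each expressed probe set against the geometric mean of its WT and CD47 KO signals (log scale), with 1 array per genotype. Dashed lines mark 2-fold, named genes are shown by their brightest probe set, and the scatter widens towards low signals, from an SD of 0.30 in the brightest 25% to 1.01 in the dimmest. The empty wedge at the left comes from the signal threshold.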

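The gene lists used here were written by hand from knowledge of each pathway, chosen before the data were examined, and are not the database terms of the study. Axon guidance genes were shifted upwards. Of 87 expressed, 54 were higher and 33 lower in CD47 KO cells, and the median Log2 ratio of 0.11 lay at percentile 98.3 of random lists matched on signal. The most changed members were *Met*, a receptor tyrosine kinase gene, with 2.14, the semaphorin genes *Sema3e* and *Sema3a* with 1.55 and 1.32 (means over their expressed probe sets 0.93 and 0.86), and *Slit2*, a guidance cue gene, with 1.33. *Met* and *Slit2* were dim in WT cells, and their lowest values under the alternative settings were 1.52 and 1.03. In 6 of 11 alternative settings the list stayed outside the middle 95% of random lists, and in the rest it fell inside. T cell receptor signaling genes had 41 of 75 members higher and a median of 0.04, at percentile 72.8. Past 2-fold, 5 were increased and 6 decreased on the brightest probe set, and 9 and 8 by any. Within this list *Cd3e*, part of the receptor complex, had -2.34, the costimulatory receptor gene *Cd28* had -1.95 and the kinase gene *Prkcq* had -1.75, while *Csf2*, a cytokine gene, had 1.28. Brighter genes of the receptor complex were higher, *Cd3g* with 0.77, *Cd3d* with 0.54 and *Cd247* with 0.49. The coreceptor gene *Cd8a*, of like brightness, was lower with -0.91, or -0.41 as a mean over its probe sets.

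Genes of the pathways listed as decreased were divided in direction. Hippo signaling had 46 of 91 members higher and a median of 0.01, at percentile 32.5, while past 2-fold 3 genes were increased and 7 decreased on the brightest probe set, and 5 and 12 by any. Beside *Tgfb2*, its largest changes were those of *Pard6g*, a cell polarity gene, with -1.72, *Ccn1*, a target of the pathway, with -1.57 and *Nf2*, its upstream regulator, with -1.56. Averaged over their expressed probe sets, *Ccn1* had -0.55 and *Nf2* had -0.25. Rap1 signaling had 69 of 130 members higher and a median of 0.02, at percentile 63.2, while past 2-fold 4 were increased and 10 decreased on the brightest probe set, and 8 and 20 by any. The list holds the thrombin receptor gene *F2r* at -2.59 and the adaptor gene *Skap1* at 2.26, or -1.94 and 1.51 with a constant added to both signals. Sarcomere and cardiomyopathy genes had 18 of 39 members higher and a median of -0.05, at percentile 22.0, with the desmosomal cadherin gene *Dsg2* at -2.95, or -2.03 with a constant added to both signals, and the troponin gene *Tnnc1* at 2.06. Genes of the extracellular matrix and its receptors had 30 of 52 members lower. On the brightest probe set 8 were decreased past 2-fold, 1 of them *Cd47* itself, and none increased, and by any expressed probe set 10 were decreased and 2 increased. Their median was -0.17, at percentile 4.57, and the collagen genes *Col4a3* and *Col5a2* had -3.07 and -1.87, or -2.02 and -1.37 with the constant added. With the signal threshold at the 75th percentile this median was 0.08.

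Markers of cells that produce matrix were lower in the CD47 KO preparation. The median Log2 ratio was -0.92 over 15 fibroblast and meningeal markers, -0.61 over 13 pericyte and smooth muscle markers and -0.38 over 21 endothelial markers, at percentiles 0, 0.005 and 0.04 of matched random lists. Without the 5 members that these marker lists also hold, the matrix list had a median of -0.06, at percentile 32.9.

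**Figure D2:**
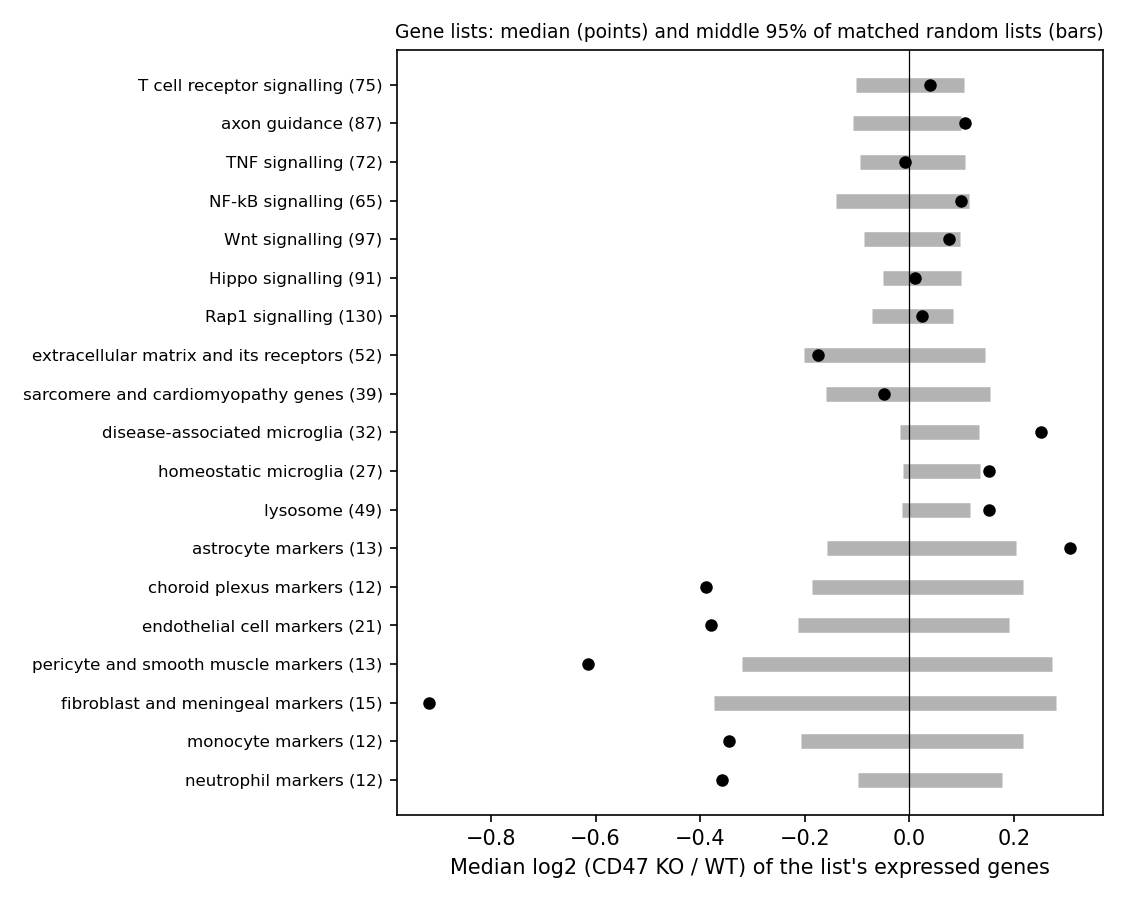
Median Log2 ratio (KO/WT) of the expressed genes of each list (points, number of genes in parentheses), with the middle 95% of 10000 random lists of the same size and like signal (bars). Axon guidance lies just above its bar and the other pathway lists lie within theirs, while the fibroblast and meningeal markers lie at -0.92 and the astrocyte markers at 0.31.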

Genes whose expression increased in CD47 KO brain cells were significantly enriched in pathways for T cell receptor signaling, axon guidance, proteoglycans in cancer, TNF signaling, and NF-κB signaling (Figure 5A); genes whose expression decreased in CD47 KO brain cells were enriched in cancer-associated pathways including Wnt, Hippo, and Rap1 signaling, as well as cardiomyopathy (Figure 5B).

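The genes increased in both preparations included *Gpnmb*, which encodes a membrane glycoprotein of activated phagocytes, with a Log2 ratio (KO/WT) of 2.75 in brain mononuclear cells, or 1.69 with a constant added to both signals. *Siglecf*, a sialic acid-binding receptor gene, had 1.47. The complement serine protease gene *Masp1* had signals of 22.9 and 378, and *Apobr*, a receptor gene for lipoproteins, had 16.9 and 202. The WT signals of *Gpnmb*, *Masp1* and *Apobr* lay below the 25th percentile of the array. Supplementary file 1 lists 594 genes as increased in the white matter, of which 504 were named on the arrays here and 377 were expressed in the brain mononuclear cells. As a group these 377 genes had a median Log2 ratio of 0.09, at percentile 99.9 of matched random lists, with 223 higher and 154 lower. Past 2-fold, 35 of them were increased in the brain mononuclear cells, where 24.6 would be shared by independent lists of these sizes. At the list sizes that the paper gives, independent lists would share 47.5 genes. That value takes all 594 white matter genes as detected in the brain mononuclear cells, while the 24.6 rests on the 377 expressed ones. The 47.5 is therefore not a like measure of chance. Random lists matched on signal held 15 to 33 increased genes in their middle 95%, and 35 lay at percentile 99.2. With the signal threshold at the 75th percentile the count was 11, inside the range of 2 to 12 of random lists. In the opposite direction, 39 of the 377 genes were decreased in the brain mononuclear cells, against 33.9 for independent lists. On the brightest probe set alone, 22 of the 35 genes passed 2-fold. The white matter values are the paper's own, and the genes decreased there were not tested because the table in use holds 547 of the 548 that the paper counts.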

Comparison of array data revealed 32 and 55 genes that were commonly increased and decreased (>2 fold), respectively, in both the white matter and the brain mononuclear cells of CD47 KO mice (Figure 5—figure supplement 2). Shared induced genes included myelin-repair related genes, such as *Itgax*, *Igf1*, *Lpl*, *Apoc1*, *Ch25h*, *Mmp12*, *Spp1*, and *Cst7* (Figure 5C). 

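Of the genes that the paper relates to myelin repair, 9 have a named probe set in the annotation used here and 7 of them were more than 2-fold higher in CD47 KO brain mononuclear cells. *Mmp12*, which encodes a macrophage metalloproteinase, had a Log2 ratio of 3.20, or 1.98 with a constant added to both signals, since its WT signal lay below the 25th percentile of the array. *Igf1*, encoding a growth factor for oligodendrocytes, was 3.91-fold higher on the probe set that the study shows. A dimmer expressed *Igf1* probe set gave a Log2 ratio of 3.29, or 2.35 with the constant added. *Ch25h*, encoding cholesterol 25-hydroxylase, was 3.60-fold higher and *Itgax*, encoding CD11c, was 3.28-fold higher on the probe set that the study shows. *Cst7*, a cysteine proteinase inhibitor gene, was 3.15-fold higher. *Lpl*, encoding lipoprotein lipase, was 2.44-fold higher on its brightest probe set and had a Log2 ratio of 0.44 on the other. *Apoc1*, an apolipoprotein gene, was 2.34-fold higher. *Lgals3*, encoding galectin-3, had a Log2 ratio of -0.21. The median Log2 ratio of the 9 genes was 1.65, at percentile 100 of matched random lists, and it stayed between 1.26 and 1.65 under the 11 alternative settings. The paper names the list on its white matter arrays and names all but *Lgals3* and *Clec7a* again as shared with these cells, so their count is not independent evidence of the direction.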

The expression of *Clec7a*, *Cd68*, *Trem2*, and *Cx3cr1*, which were markedly increased in the white matter of CD47 KO mice, showed an only moderate (<2 fold) increase in the brain mononuclear cells (Figure 5C). 

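*Clec7a*, which encodes the pattern receptor Dectin-1, had a Log2 ratio (KO/WT) of 0.85, and *Cx3cr1*, the fractalkine receptor gene, had 0.66 on its brighter probe set and 0.21 on the other. *Cd68*, a lysosomal protein gene of phagocytes, had 0.49 and *Trem2*, a phagocytic receptor gene, had 0.45. The pan-microglial genes *Itgam* (CD11b) and *Aif1* (Iba1) had 0.30 and 0.25, and *Cd14*, a coreceptor for lipopolysaccharide, had 0.05. The list of 8 microglial and phagocytosis genes that the paper names leaves out *Clec7a*, which is counted with the repair genes, and holds *Tyrobp* and *Ccl3*. All 8 were higher and none passed 2-fold. Their median was 0.28, at percentile 99.8 of matched random lists, and it stayed between 0.23 and 0.28 under the 11 alternative settings. The paper names these genes on its white matter samples, and *Cd68*, *Trem2* and *Cx3cr1* for these cells too. In the same preparation the 27 homeostatic microglia genes had a median of 0.15 at percentile 99.3, while markers of neutrophils (-0.36), monocytes (-0.34), vascular and meningeal cells were lower. The rise was not limited to microglial genes, since astrocyte markers had a median of 0.31 at percentile 99.84, with 11 of 13 higher.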

Substantially higher levels of expression of these genes in microglia might mask the increased expression of these genes in the limited CD11c^+^ subset, which was only ~5% of the total microglia prepared from the whole brain of CD47 ΚO mice (data not shown).

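*Trem2* had a signal of 4782 in WT cells and 6537 in CD47 KO cells, *Cd68* had 4126 and 5788, and *Cx3cr1* had 2280 and 3599. *Clec7a* was dimmer, at 326 and 586. Of the genes past 2-fold, *Mmp12* had signals of 22.0 and 202, *Ch25h* of 60.2 and 217, *Itgax* of 76.6 and 251, *Apoc1* of 170 and 396, and *Igf1* of 278 and 1088. *Lpl* (632 and 1545) and *Cst7* (678 and 2136) were the brightest of these 7 genes. Signals of different probe sets are not levels on a common scale, so the values rank the brightness of the probe sets and do not rank transcript abundance. From the moderate changes and the high expression in microglia as a whole, the paper proposes that an increase within the small CD11c+ subset may be hidden for these genes. The arrays hold RNA of the mixed preparation and do not separate the subset.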

### Induction of CD11c^+ ^microglia in the brain white matter of microglia-specific SIRPα-deficient mice

To examine the cell type involved in the suppression of CD11c^+^ microglia by SIRPα, we analysed microglia-specific SIRPα conditional KO (cKO) mice that were generated by crossing SIRPα-flox (*Sirpa*^flox/flox^) mice (Washio et al., 2015) with Cx3cr1-CreER^T2^ (*Cx3cr1^tm2.1(cre/ERT2)Jung^*) mice to achieve microglia-specific gene targeting (Goldmann et al., 2013; Safaiyan et al., 2016; Wolf et al., 2013). The Cx3cr1–CreER^T2^ transgene induces tamoxifen (TAM)-dependent rearrangement of a floxed gene not only in microglia but also in peripheral myeloid cells (monocytes and dendritic cells) and tissue macrophages (Kupffer cells). However, the peripheral cells are short-lived and are replaced by their progeny without rearranged gene within a few weeks after administraiton of TAM (Goldmann et al., 2013). Indeed, SIRPα was markedly reduced in the white pulp of SIRPα cKO mouse spleen after TAM-treatment, but recovered to the normal level after several weeks (Supplementary file 3). This recovery is probaly due to the replacement of certain types of conventional dendritic cells (cDCs) or macrophages, in which the SIRPα-floxed gene was rearranged, with their progeny in which the gene is not rearranged. By contrast, the rearranged gene remained stable in microglia (Goldmann et al., 2013) because of their long lifespan of around 15 months (Füger et al., 2017). As a result, microglia-specific gene targeting is achieved in Cx3cr1–CreER^T2^ mice several weeks after TAM treatment (Goldmann et al., 2013). Thus, SIRPα cKO mice were analyzed more than 8 weeks after TAM treatment in our experiments.

Flow-cytometric analysis revealed that more than 98% of microglia were SIRPα-negative in the brain of tamoxifen-treated SIRPα-flox:Cx3cr1–CreER^T2^ mice (Figure 6A), and that the numbers of Iba1^+^, Iba1^+^/CD11c^+^, and Iba1^+^/CD68^+^ microglia were increased in the hippocampal fimbria of these cKO mice (Figure 6B and C). Iba1^+^/CD11c^+^ cells were also detected in other white-matter regions of the brain and spinal cord in SIRPα cKO, but not in control SIRPα-flox:— mice, and were barely detected in the grey matter of both genotypes (Figure 6D and E). Flow cytometric analysis in SIRPα cKO mice showed that, when compared with CD11c^−^ microglia, CD11c^+^ microglia expressed higher levels of CD14, Dectin-1, and CD68 (Figure 6—figure supplement 1). All of these results were very similar to those observed in SIRPα null KO mice, and suggest that a lack of the interaction between SIRPα on microglia and CD47 on neighbouring cells is the primary cause of the induction of CD11c^+^ microglia in CD47–SIRPα signal-deficient mice.

**Figure 6.**
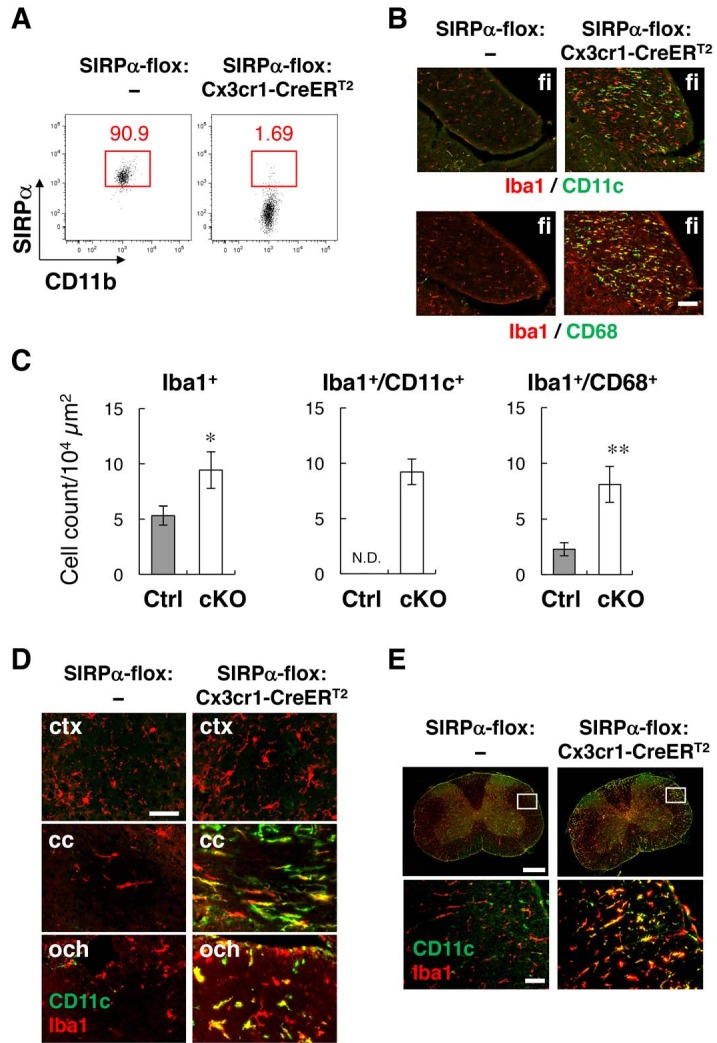
Phenotypes of microglia-specific SIRPα cKO mice. (**A**) Cells isolated from the brains of control (SIRPα-flox:—) or microglia-specific SIRPα cKO (SIRPα-flox:Cx3cr1–CreER^T2^) female mice at 11 wks of age were stained as in Figure 3A. The percentage of CD11b^+^/CD45^dim/lo^/SIRPα^+^ or /SIRPα^–^ microglia among total CD11b^+^/CD45^dim/lo^ microglia is indicated in each plot. Data are representative of four independent experiments with microglia prepared from brain (n = 2) and spinal cord (n = 2). (**B**) Immunofluorescence staining of coronal brain sections prepared from control and SIRPα cKO mice at 22–30 wks of age with antibodies to Iba1 (*red*) and CD11c (*green in upper panels*) or CD68 (*green in lower panels*). Merged images are shown. (**C**) Quantitative analysis of the number of Iba1^+^ (*left panel*) and Iba1^+^/CD11c^+^ (*middle panel*) and Iba1^+^/CD68^+^ (*right panel*) microglia in the fimbria of control (Ctrl) and SIRPα cKO (cKO) mice at 22–30 wks of age. Filled and open bars indicate control and SIRPα cKO mice, respectively. Data are the means ± SEM (n = 4–13 images from 2–6 mice for each genotype). *p<0.05, **p<0.01 (Welch’s t-test). N.D., not detected. (**D, E**) Coronal sections were prepared from the brain (**D**) and spinal cord (**E**) of control or SIRPα cKO mice at 26–29 wks of age and stained with specific antibodies for Iba1 (red) and CD11c (*green*). Merged images are shown. The boxed areas in upper half of panel (**E**) are shown at a higher magnification in the lower half. cc, corpus callosum; ctx, cerebrum cortex; fi, fimbria; och, optic chiasma. Data in panels (**B**), (**D**), and (**E**) are representative of at least four independent animals. Scale bars: 100 μm (**B**), 50 μm (**D**, **E** *bottom images*), 1 mm (**E***top images*).

**Figure 6—figure supplement 1.**
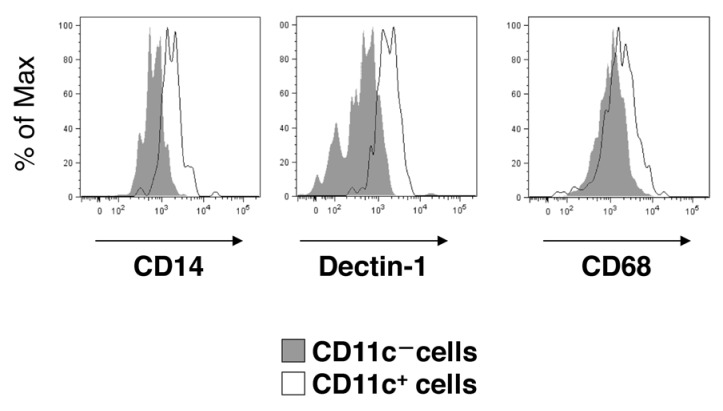
Flow-cytometry analysis of microglia in SIRPα cKO mice. Cells isolated from the spinal cord of SIRPα cKO mice at 25–28 wks of age were stained for CD45, CD11b and CD11c, as well as for CD14, Dectin-1, or CD68. CD11b^+^/CD45^dim/lo^ cells were gated, and the expression of CD14, Dectin-1, or CD68 on CD11c-positive and -negative microglia was analysed. Expression profiles for each molecule in CD11b^+^/CD45^dim/lo^ microglia are shown. Filled and open traces indicate CD11c^–^ and CD11c^+^ cells, respectively. Similar results were obtained from another independent experiment using female animals.

**Figure 6—figure supplement 2.**
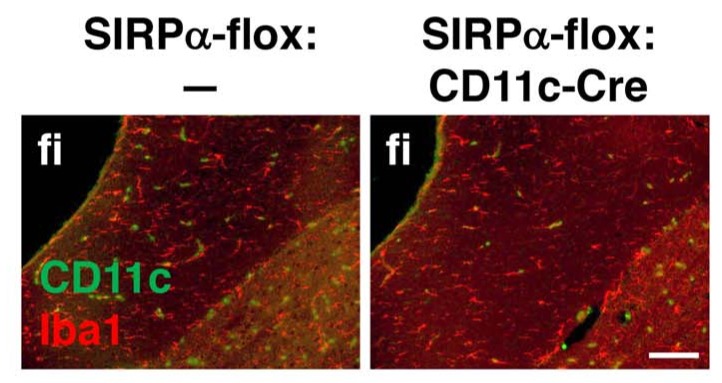
Immunohistochemical analysis of CD11c^+ ^cell-specific SIRPα cKO mice. Brain sections prepared from control (SIRPα-flox:—) and CD11c^+^ cell-specific SIRPα cKO (SIRPα-flox:CD11c-Cre) mice at 25 wks of age were immunostained with antibodies to Iba1 (*red*) and CD11c (*green*). Merged images are shown. fi, fimbria. Data are representative of at least three independent animals. Scale bar: 100 μm.

A small subset of resident CD11c^+^ microglia has been reported in normal mouse brain (Bulloch et al., 2008). Thus, the marked increase in the number of CD11c^+^ microglia in CD47–SIRPα-deficient mice could be due to the expansion of the small subset of resident CD11c^+^ microglia. To address this, we examined CD11c^+^ cell-specific SIRPα cKO mice that were generated by crossing SIRPα-flox mice and CD11c-Cre mice (Washio et al., 2015). In these mice, Cre is expressed under the control of the CD11c promoter, and recombination of the SIRPα-floxed gene is induced in CD11c-expressing cells, such as dendritic cells and monocytes in the immune system. By contrast, CD11c-Cre mice exhibit very low recombination in the majority of microglia that are CD11c negative (Goldmann et al., 2013), and thus, in the brain, genetic ablation of SIRPα was achieved in the small subset of resident CD11c^+^ microglia but not in the majority of microglia. However, the emergence of CD11c^+^ microglia was not observed in the CD11c^+^ cell-specific SIRPα cKO mice (Figure 6—figure supplement 2), suggesting that the expansion of resident CD11c^+^ microglia was not induced by the lack of SIRPα. It is likely that the ablation of SIRPα in CD11c-negative microglia induced the expression of CD11c in these cells.

### Alleviation of cuprizone-induced demyelination in the brain white matter of microglia-specific SIRPα-deficient mice

Although myelin damage induces CD11c^+^ microglia (Remington et al., 2007), demyelination was not observed by light microscopy in SIRPα null KO mice (Figure 2C and D). We examined the myelin structure again in microglia-specific cKO mice using electron microscopy. In the cross-section of the anterior commissure (Figure 7A), the frequency of myelinated axons and the g-ratio (the ratio of the inneraxonal diameter to the total outer diameter) (Figure 7B) were comparable between SIRPα cKO and control mice (frequency of myelinated axons 34.6 ± 4.37% for control (n = 3), 36.6 ± 4.05% for cKO (n = 3), p*=*0.759, Welch’s t-test; g-ratio 0.63 ± 0.026 for control (n = 3), 0.65 ± 0.009 for cKO (n = 3), p*=*0.448, Welch’s t-test). A scatter plot of all g-ratio data as a function of axon diameters was also comparable between the two genotypes (Figure 7C). These data suggest that the myelin structure was normal in the mutant mice.

**Figure 7.**
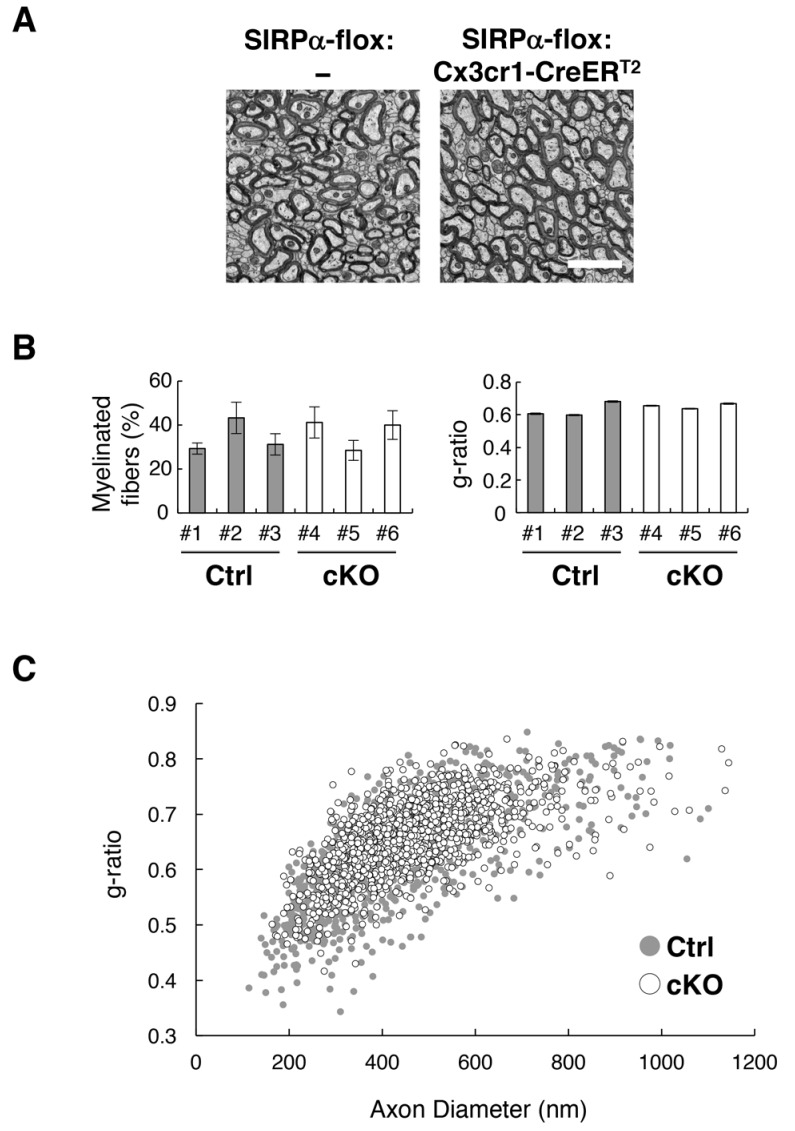
Normal myelin structure in microglia-specific SIRPα cKO mice. (**A**) Electron microscopic analysis of axon fibres in the anterior commissure of control (SIRPα-flox:—) and microglia-specific SIRPα cKO mice (SIRPα-flox:Cx3cr1-CreER^T2^) at 26–27 wks of age. Scale bar: 2 μm. (**B**) Quantitative data for the myelination ratio (percentage of myelinated axons in the total number of axons) and the g-ratio (a ratio of the inner axonal diameter to the total outer diameter of myelinated axons) in the anterior commissure of three control (#1–#3, *filled bars*) and three SIRPα cKO mice (#4–#6, *open bars*). The myelination ratio and the g-ratio were calculated from 9 to 10 images (109–465 axons/image) (n = 9–10) and 317–562 myelinated axons in 9–10 images (n = 317–562), respectively, for each mouse. Data are the means ± SEM. (**C**) Scatter plot showing total g-ratio data as a function of the axon diameters. Filled and open circles indicate control (n = 1147 axons from mice #1–#3) and SIRPα cKO mice (n = 1437 axons from mice #4–#6), respectively.

We further examined the progression of white matter damage in microglia-specific SIRPα cKO mice undergoing cuprizone (Cpz)-induced demyelination (Gudi et al., 2014; Norkute et al., 2009). Feeding with Cpz, a copper chelator, for 5 weeks induced demyelination accompanied by the robust accumulation of microglia (microgliosis) in white matter regions (including the hippocampal alveus and corpus callosum) in control mice as previously reported (Figure 8A) (Gudi et al., 2014; Norkute et al., 2009). At the site of microgliosis, CD11c^+^/Iba1^+^ microglia were markedly increased in number, even in control mice (Figure 8A). In SIRPα cKO mice, both demyelination and microgliosis were significantly reduced after the same treatment (Figure 8A-C). At this time point, SIRPα cKO mice also showed a tendency to reduce the size of the CD11c-positive area compared to that in control mice, although this change was not statistically significant (Figure 8D). At an early stage of Cpz treatment (after 3 wks feeding with Cpz), demyelination was not observed in control or SIRPα cKO mice (Figure 8A), but abnormally strong immunoreactivity of MBP was observed in these mice (Figure 8A). This was probably related to myelin damage, because the epitope of the anti-MBP antibody that we used (DENPVV) is similar to that of a myelin damage-detectable antibody (QDENPVV) (Matsuo et al., 1998). Consistently, significant microgliosis, as well as an increase in CD11c-positive area size, was observed in both genotypes after 3 wks feeding with Cpz (Figures 8A, C and D). At this stage, both of these parameters (sizes of Iba1-positive area (microgliosis) and CD11c-positive area) were comparable between the two genotypes (Figures 8A, C and D). The repair of demyelination was observed after feeding with normal chow for 2 wks (Figure 8A). At this time point, Iba1-positive (microgliosis) and CD11c-positive area sizes in white matter were still larger than those in the basal condition (without feeding of Cpz) in both genotypes (Figures 8A, C and D). No statistical difference between SIRPα cKO mice and control mice was found for these parameters, whereas the size of the Iba1^+^ area showed the tendency to be reduced in SIRPα cKO when compared to that in control mice (Figure 8C).

**Figure 8.**
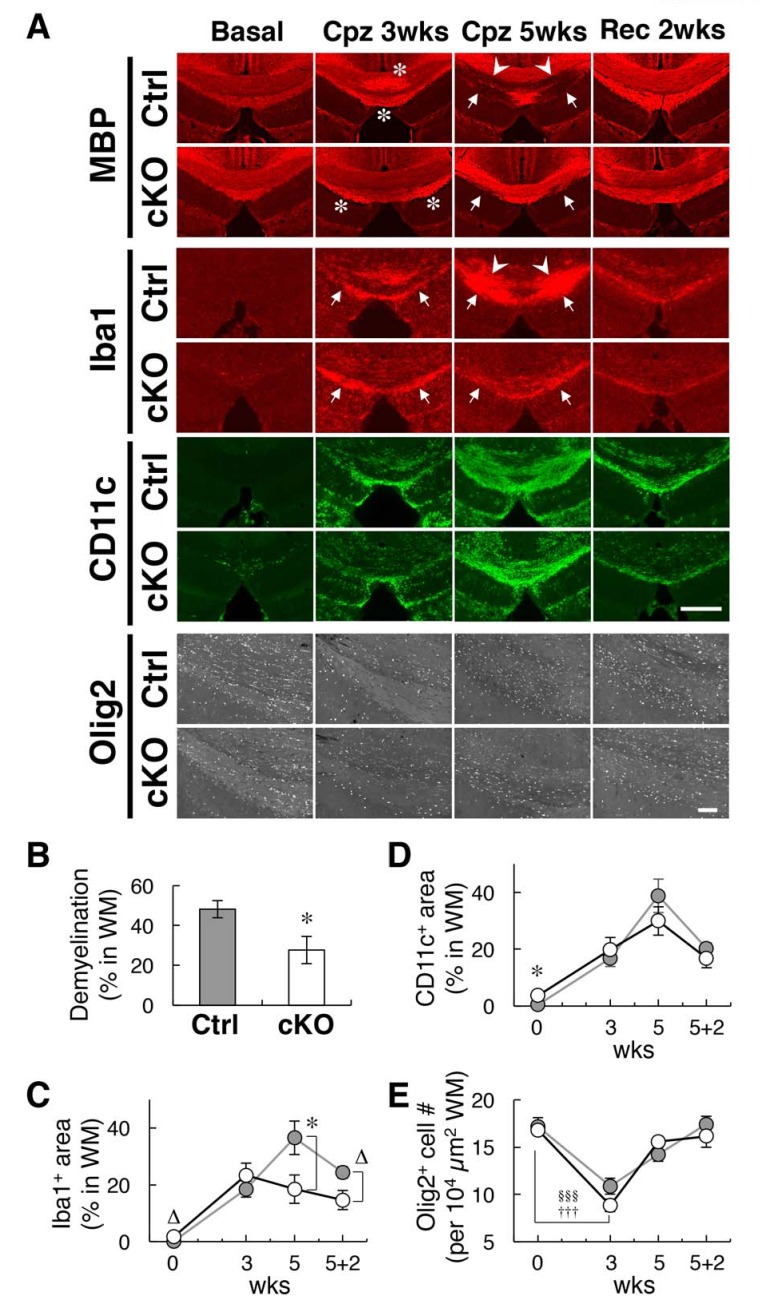
Alleviation of cuprizone-induced demyelination in SIRPα cKO mice. (**A**) Control (SIRPα-flox:— (Ctrl)) or SIRPα cKO (SIRPα-flox:Cx3cr1-CreER^T2^ (cKO)) mice at 19–30 wks of age were fed a 0.2% (*w/w*) cuprizone (Cpz) diet. After 3 or 5 wks of Cpz feeding (Cpz 3 wks, Cpz 5 wks), brain samples were prepared. Other groups of mice were returned to a normal diet after 5 wks of Cpz treatment and allowed to recover for 2 wks prior to the tissue analysis (Rec 2 wks). Mice fed a normal diet without Cpz for 3 or 7 wks were analysed as controls (Basal). Brain sections were subjected to immunofluorescence staining with specific antibodies for MBP, Iba1 (*red*), CD11c (*green*), and Olig2 (*white*). Arrowheads and arrows indicate typical demyelination (MBP) or microgliosis (dense immunoreactivity for Iba1) in the corpus callosum (*arrowheads*) and hippocampal alveus (*arrows*). Asterisks indicate abnormally strong immunoreactivity of MBP at Cpz 3 wks. Scale bars: 500 μm for MBP, Iba1, and CD11c; 100 μm for Olig2. (**B, C, D**) Ratio of demyelination area to the white matter (WM) area (including corpus callosum and hippocampal alveus) in the analysed image at Cpz 5 wks (**B**), or the ratio of the Iba1-positive (**C**) or CD11c-positive (**D**) area to the WM area at Basal, Cpz 3–5 wks, and Rec 2 wks, were quantified by the immunoreactivity of MBP, Iba1, and CD11c, respectively. Data are the means ± SEM. A total of eight images obtained from four mice (0 — Basal; 3 — Cpz 3 wks; 5 — Cpz 5 wks), or a total of four images obtained from two mice (5 + 2 — Rec 2 wks) were analysed at each time point for each genotype. *p<0.05, ∆p=0.06 (Welch’s t-test). (**E**) The number of Olig2^+^ oligodendrocytes were quantified in the WM area in the analysed image. Data are the means ± SEM. A total of 12–16 images obtained from four mice (0 — Basal; 3 — Cpz 3 wks; 5 — Cpz 5 wks), or a total of eight images obtained from two mice (5 + 2 — Rec 2 wks), were analysed for each genotype. ^§§§^p<0.005 for Ctrl mice, ^†††^p<0.005 for cKO mice (Welch’s t-test) versus the basal value for the respective genotypes. No statistical difference was found between the two genotypes. Filled and open bars or circles in panels (**B, C, D, E**) indicate control and SIRPα cKO mice, respectively.

In the white matter, the number of cells expressing Olig2^+^, a pan-oligodendrocyte marker(Nishiyama et al., 2009), was significantly decreased after 3 wks of Cpz feeding, suggesting that demyelination was preceded by the loss of oligodendrocytes (Figure 8A and E). The number of Olig2^+^ cells was increased after 5 wks of Cpz treatment and recovered to normal levels after another two weeks of feeding with normal chow. Throughout the de- and re-myelination process, no significant differences in the number of Olig2^+^ cells were noted between control and SIRPα cKO mice.

## Discussion

Cell–cell interactions between SIRPα on microglia and CD47 on neurons have been proposed to suppress the activation of microglia (Ransohoff and Cardona, 2010). However, direct evidence for the function of this module in the physiological context had not yet been provided. In this study, we demonstrated that SIRPα is a key molecule for the suppression of microglia activation in vivo. Microglia-specific SIRPα cKO mice exhibited the same phenotype as SIRPα null KO mice. Therefore, SIRPα proteins that are expressed on microglia directly control microglia activation and the induction of CD11c^+^ microglia in vivo. The emergence of CD11c^+^ microglia in the brains of microglia-specific SIRPα cKO mice establishes that CD11c^+^ microglia are derived from resident microglia in the brain, and are not recruited monocytes that are spared in the TAM-induced system (Goldmann et al., 2013; Safaiyan et al., 2016; Wolf et al., 2013). The characteristics of CD11c^+^ microglia in our mutant mice were similar to those of the ‘primed microglia’ that have been observed in aging and neurodegenerative diseases (Holtman et al., 2015); thus, SIRPα is a possible key component of the regulation of microglia priming in vivo. Molecules other than CD47, such as surfactant protein-A and -D (SP-A, SP-D), have also been reported as SIRPα ligands (Matozaki et al., 2009). However, we found that CD47 KO mice exhibited a phenotype similar to that of SIRPα KO mice, suggesting that the CD47–SIRPα interaction is indeed important for the suppression of microglia activation in the brain. Interestingly, the number of Iba1-positive cells in the fimbria of CD47 KO mice was greater than that in SIRPα null KO or cKO mice, whereas the number of CD11c/Iba1 double-positive cells was comparable in CD47 KO and SIRPα cKO mice (Figure 1B, Figure 4B, and Figure 6C). The CD47 signal may have a SIRPα-independent function that suppresses the proliferation of microglia.

We found that the cell-surface expression of SIRPα was significantly increased in microglia prepared from CD47 KO mice. Conversely, the expression of CD47 in microglia was also increased in SIRPα KO mice. Lack of interaction between CD47 and SIRPα may result in the upregulated expression of SIRPα or CD47 in microglia as a compensatory response, or in the stabilization of the CD47–SIRPα complex on microglia, because our previous study suggested that the interaction between CD47 and SIRPα induced endocytosis of the CD47–SIRPα complex in CHO cells (Kusakari et al., 2008).

It remains unclear which cell type expressed the CD47 that contributed to the suppression of CD11c^+^ microglia. It has been proposed that CD47 that is expressed on neurons suppresses the activation of microglia through interactions with SIRPα (Ransohoff and Cardona, 2010). An in vitro study suggested that CD47 on myelin sheets interacted with SIRPα and suppressed microglial phagocytosis (Gitik et al., 2011). Another study reported that direct cell–cell contact between astrocytes and microglia suppressed the expression of CD11c on microglia (Acevedo et al., 2013). Thus, CD47 on oligodendrocytes or astrocytes may also participate in the suppression of microglia activation. In addition, microglia–microglia interaction through the CD47–SIRPα signal or cis-interaction between CD47 and SIRPα on the same microglia is another possibility. Supporting this, our preliminary results showed that microglial CD47 was increased in microglia-specific SIRPα cKO mice (Supplementary file 4). Further research with cell type-specific CD47 conditional KO mice is required to clarify which cell type is involved in the CD47-mediated effects.

CD11c^+^ microglia are increased during neurodegenerative damage as well as in aging and during the postnatal development of normal brain (Bulloch et al., 2008; Kaunzner et al., 2012). We confirmed that CD11c^+^ microglia in SIRPα KO mice had elevated expression of innate immune molecules, including CD14, Dectin-1, and CD68, which is characteristic of CD11c^+^ microglia in WT aged mice. This suggested that the phenotype in the mutant mice was similar to the normal biological responses in the aged brain. Although the maturation-dependent downregulation of CD47 was shown in hematopoietic stem cells (Jaiswal et al., 2009), the age-dependent reduction of CD47 has not been reported in the brain. In addition, our data suggested that the cell-surface expression of SIRPα was not decreased in microglia from aged mice. Thus, the age-dependent dysfunction of CD47–SIRPα signals was unlikely. The increase in the number of CD11c^+^ microglia in aged brains may be explained by the age-dependent accumulation of tissue damage that stimulates microglia activation beyond the suppressive ability of SIRPα.

We demonstrated that CD11c^+^ microglia were specifically increased in the white matter of mutant mice. Thus, the white matter may contain an endogenous factor that promotes the induction of CD11c^+^ microglia in mutant mice. One potential candidate is myelin. As reported, CD11c^+^ microglia were increased in control SIRPα-flox:— mice after Cpz treatment (Poliani et al., 2015). Thus, myelin damage effectively induces CD11c^+^ microglia even in the control mice. This suggests that myelin degradation products that are formed during homeostatic turnover of the myelin structure might stimulate the induction of CD11c^+^ microglia in CD47–SIRPα signal-deficient mice, whereas the effect of such homeostatic degradation of myelin may be suppressed by SIRPα in the normal mouse brain. Enhanced phagocytosis of myelin components by microglia may be involved in the induction of CD11c^+^ microglia in our mutant mice, because SIRPα negatively regulated phagocytosis in macrophages (Matozaki et al., 2009). CD11c^+^ microglia in SIRPα-deficient mice expressed CD68, CD14, and Dectin-1, which are markers of phagocytic cells (Devitt et al., 1998; Fu et al., 2014; Shah et al., 2008), supporting the notion that phagocytic activity was increased in these cells.

Several studies have suggested the importance of myelin phagocytosis by microglia for the induction of CD11c^+^ microglia during demyelination or aging. The myelin-damage-dependent induction of CD11c^+^ microglia was markedly suppressed in mutant mice lacking Trem2, a phagocytic receptor (Poliani et al., 2015). The emergence of CD11c^+^ microglia during demyelination was also suppressed in Cx3cr1 KO mice, in which the phagocytosis of myelin debris by microglia was severely impeded (Lampron et al., 2015). In the brain of aged mice, the accumulation of myelin debris and the phagocytosis of such components by microglia were increased in the white matter (Safaiyan et al., 2016), where CD11c^+^ microglia were characteristically observed in aged mice (Hart et al., 2012). Of note, the aging-induced expansion of microglia in the corpus callosum was suppressed in Trem2 KO mice (Poliani et al., 2015). Furthermore, an in vitro study suggested that the presence of SIRPα on microglia inhibited the phagocytosis of myelin membrane fractions through interactions with CD47 on myelin (Gitik et al., 2011). Thus, our present data support the model in which the lack of CD47–SIRPα signal upregulates the phagocytosis of microglia, which become hypersensitive to the homeostatic destruction of myelin structures during the normal turnover process, and thereby triggers the induction of CD11c^+^ microglia without damage.

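*Tnf* was 2.43-fold higher in CD47 KO brain mononuclear cells, with signals of 150 in WT cells and 365 in CD47 KO cells and a Log2 ratio of 1.28. It was read by 1 expressed probe set, whose WT signal lay just under the array median. Among 22 expressed genes on the list of inflammatory cytokines and chemokines, 12 were higher and 10 lower. The list also holds *Tgfb1* (1.23), which the paper calls anti-inflammatory, *Tgfb2*, the antagonist gene *Il1rn* (-0.30) and the enzyme gene *Ptgs2* (-0.24). Its tally is therefore not one of proinflammatory genes alone. *Cxcl16*, a chemokine gene, had a Log2 ratio of 1.09 on its brightest probe set and a mean of 0.92 over its expressed probe sets. *Ccl4* and *Ccl9*, among the brightest chemokine genes of the preparation, had 0.23 and 0.36. The largest change in the list was the decrease of *Tgfb2*. The median of the list was 0.14, at percentile 95.9 of matched random lists, and ranged from -0.0045 to 0.24 under the 11 alternative settings. Without *Ccl3*, which the paper also lists for the white matter, it was 0.05, at percentile 67.0.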

Transcriptome analyses showed that the expression of TNF-α (*Tnfa*), a proinflammatory cytokine, was increased 2–3-fold in the brain monocytes isolated from CD47 KO mice. In addition, pathway analysis showed that other genes related to the TNF and NF-κ B signaling pathway, including RelA (*Rela*) and IKKB (*Ikbkb*), were specifically increased in the mutant brain cells. Thus, it is likely that the proinflammatory TNF axis is strengthened in microglia by the lack of CD47–SIRPα signal. In contrast, the Wnt signal pathway, which contributes to the proinflammatory transformation of microglia (Halleskog et al., 2011), was attenuated in the CD47 KO brain cells. 

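*Rela*, which encodes the p65 subunit of NF-κB, was 2.03-fold higher in CD47 KO cells, with signals of 208 and 420. Its Log2 ratio of 1.02 became 0.90 when a constant was added to both signals before the log. *Ikbkb*, which encodes an IκB kinase, gave different values by probe set. Its brightest probe set had signals of 781 and 414, a Log2 ratio of -0.91. The other expressed probe sets had 0.31, -0.11 and 1.55, and a probe set below the array medians had 3.69, or 1.85 with the constant added. The mean over the expressed probe sets was 0.21. Of 72 expressed TNF signaling genes, 35 were higher and 37 lower, and the median of -0.01 lay at percentile 34.2 of matched random lists. Past 2-fold, 6 were increased and 4 decreased on the brightest probe set, and 8 and 6 by any expressed probe set. The adaptor gene *Traf1* had a Log2 ratio of 1.20, or 0.95 with the constant added, and the kinase gene *Mapk12* had -1.26. Of 65 expressed NF-κB signaling genes, 42 were higher and 23 lower, with 7 increased and 2 decreased past 2-fold on the brightest probe set and 9 and 5 by any expressed probe set. *Ikbkg*, which encodes the regulatory subunit of the IκB kinase complex, had 1.11 and a mean of 0.61 over its expressed probe sets. The median of 0.10 lay at percentile 95.8, inside the middle 95% of random lists (-0.14 to 0.11), and 2 of 11 alternative settings placed it outside.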

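Of 97 expressed Wnt signaling genes, 61 were higher and 36 lower in CD47 KO cells, and the median Log2 ratio of 0.08 lay at percentile 93.9 of matched random lists. Members past 2-fold went both ways. The ligand gene *Wnt7b* had a Log2 ratio of -2.42, or -1.68 with a constant added to both signals. *Sfrp2*, which encodes a secreted Wnt antagonist, had -1.48. *Fosl1*, a transcription factor gene, had 2.16, or 1.39 with a constant added to both signals, *Lgr5*, a receptor gene for R-spondins, had 2.02, and the ligand gene *Wnt5b* had 1.77. On the brightest probe set 8 genes were increased and 4 decreased past 2-fold. By any expressed probe set, 13 were increased and 15 decreased. *Ctnnb1*, which encodes β-catenin, had a Log2 ratio of 0.01. The median stayed between 0.05 and 0.08 under the 11 alternative settings.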

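*Tgfb1* was 2.34-fold higher in CD47 KO cells on its brighter probe set, with signals of 270 and 632 and a Log2 ratio of 1.23. The other expressed *Tgfb1* probe set had a Log2 ratio of 0.07, so the mean over both was 0.65. *Bdnf* was 2.28-fold higher, with signals of 111 and 253 and a Log2 ratio of 1.19, which became 0.96 with a constant added to both signals. A further *Bdnf* probe set, below the median on both arrays, had 1.29. Among 16 expressed genes for growth and neurotrophic factors, 8 were higher and 8 lower, with a median of 0.03 at percentile 61.4 of matched random lists, and of -0.06 at percentile 25.5 without *Igf1*. *Pros1*, which encodes a bridging molecule for the uptake of dying cells, had 0.59.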

The transcriptome analysis also showed that the expression of TGF-β1 (*Tgfb1*), an anti-inflammatory cytokine, and of brain-derived neurotrophic factor (*Bdnf*), a neuroprotective factor, was increased in the CD47 KO brain cells. Thus, it is not clear whether CD11c^+^ microglia in the mutant mice have pro- or anti-inflammatory roles.

The expression of genes that are characteristically expressed during the recovery phase from demyelination (Holtman et al., 2015; Olah et al., 2012; Poliani et al., 2015), such as *Itgax*, *Igf1*, *Lpl*, *Apoc1*, *Ch25h*, *Mmp12*, *Spp1*, and *Cst7,* was increased in both the white matter and the brain cells of CD47 KO mice, suggesting their upregulation in the white matter CD11c^+^ microglia, and also suggesting the potential of the CD11c^+^ microglia to promote white-matter tissue repair. Consistently, after 5 wks of Cpz feeding, both demyelination and microgliosis were significantly reduced in SIRPα cKO mice. Although the direct involvement of CD11c^+^ microglia in the reduction of demyelination damage in the mutant mice is not yet clear, CD11c^+^ microglia are likely to be effective in protecting against Cpz-induced demyelination. IGF-1 and Spp1 were increased in the white matter and brain mononuclear cells of CD47 KO mice. These factors are derived from microglia and support the proliferation and differentiation of oligodendrocytes and myelination (Olah et al., 2012; Selvaraju et al., 2004; Zeger et al., 2007). CD11c^+^ microglia in neonatal brains have been reported to be the major source of IGF-1 and to support primary myelination (Wlodarczyk et al., 2017). In our mutant mice, CD11c^+^ microglia may facilitate white-matter repair through the function of these factors. Although Cpz feeding similarly induced CD11c^+^ microglia in both control and SIRPα cKO mice, the preceding existence of CD11c^+^ microglia in SIRPα cKO mice in the basal condition may enable these cells to respond to the damage earlier and may accelerate tissue repair through their protective effect. It is also possible that the protective function of CD11c^+^ microglia may be enhanced in SIRPα-deficient CD11c^+^ microglia when compared with wild-type CD11c^+^ microglia. Further studies to compare the characteristics of CD11c^+^ microglia in Cpz-treated control and SIRPα cKO mice will provide an insight into the mechanisms underlying the microglial SIRPα-dependent control of myelin damage.

During the recovery phase (after two weeks of feeding with normal chow), the size of the Iba1-positive area tended to be smaller in SIRPα cKO mice than in control mice, although this difference was not statistically signficant. This may be due to the relatively small number of experiments studying this time point. Further detailed studies are required to clarify the function of microglial SIRPα in the recovery phase of demyelination.

The loss and recovery of Olig2^+^ cells were comparable in control and SIRPα cKO mice during de- and re-myelination. Cell death and restorative proliferation of the oligodendrocyte linage thus seems to occur to a similar extent in the two groups. The alleviated demyelination in SIRPα cKO mice may be explained by the faster differentiation and/or maturation of oligodendrocytes in these mice when compared with control mice, resulting in accelerated remyelination in the cKO mice. Another possibility is that both the cell death and restorative proliferation of oligodendrocytes were suppressed in SIRPα cKO mice, resulting in less damage than in control mice. In this case, the total number of Olig2^+^ cells (the summation of surviving and proliferating Olig2^+^ cells) in SIRPα cKO mice would be comparable to that in control mice, in which both the loss and restoration of Olig2^+^ cells were much greater than in cKO mice, with greater demyelination.

Our data suggest a supportive role for CD11c^+^ microglia in tissue repair. Consistently, the suppression of the emergence of CD11c^+^ microglia by the genetic ablation of Trem2 was concurrent with exacerbated neuronal damage in demyelination model mice or neuronal death and amyloid deposition in AD model mice (Poliani et al., 2015; Wang et al., 2015). Since CD11c^+^ microglia are characteristically observed in several neurodegenerative diseases (Chiu et al., 2013; Holtman et al., 2015; Kamphuis et al., 2016; Remington et al., 2007; Wang et al., 2015), the CD47–SIRPα signal may be widely involved in the pathology of degenerative brain diseases through the control of the protective function of microglia. The emergence of CD11c^+^ microglia in aged brain might also be an adaptive reaction to the tissue damage caused by aging. It is also notable that the gene sets that were increased in the white matter of CD47 KO mice (i.e. *Itgax, lpl, Cst7, Clec7a, Trem2*, and *Tyrobp*) were similar to those increased in DAM (disease-associated microglia), a potential protective microglia subtype associated with neurodegenerative conditions such as AD (Keren-Shaul et al., 2017). CD47–SIRPα interactions may be a key mechanism for the induction of protective microglia such as DAM.

The reduction of demyelination in Cpz-treated SIRPα cKO mice is in contrast to the persistent demyelination that occurs after Cpz treatment in Trem2 KO mice (Poliani et al., 2015). In addition, the enhanced expression of *Itgax*, *Igf1*, *Lpl*, *Ch25h*, and *Apoc1* in CD47 KO mice contrasted markedly with that in Trem2 KO mice, in which the upregulation of these genes seen during demyelination in control mice was markedly suppressed (Poliani et al., 2015). The signaling mechanisms for SIRPα and Trem2 are contrasting. SIRPα activates tyrosine phosphatase Shp1/2, which binds to a phosphorylated ITIM in the cytoplasmic region of SIRPα, whereas Trem2 activates tyrosine kinase Syk, which binds to phosphorylated ITAM (immunoreceptor tyrosine-based activation motif) in the cytoplasmic part of DAP12, a membrane protein that forms a receptor complex with Trem2 (Paradowska-Gorycka and Jurkowska, 2013). SIRPα and Trem2 may reciprocally control microglia phagocytosis through the function of tyrosine phosphatase and kinase, respectively. Further analysis of the interaction between CD47–SIRPα signaling and Trem2–DAP12 signaling may be important in understanding microglial activation and phagocytosis and in identifying new therapeutic strategies to promote tissue repair in the damaged brain.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	*Sirpa*^–/–^ (SIRPα KO)	PMID: 25818708	RRID:MGI:5767142	Dr. Takashi Matozaki (Kobe University, Japan)
Genetic reagent (*M. musculus*)	*Itgax-Venus* (CD11c–EYFP)	PMID: 15543150	RRID:MGI:3835666	The Jackson Laboratory (Bar Harbor, ME)
Genetic reagent (*M. musculus*)	*Cd47*^–/–^ (CD47 KO)	PMID: 8864123	RRID:MGI:1861955	Dr. Pre-Arne Oldenborg (Umeå University, Sweden)
Genetic reagent (*M. musculus*)	*Sirpa*^flox/flox^	PMID: 25818708	RRID:MGI:5767141	Dr. Takashi Matozaki (Kobe University, Japan)
Genetic reagent (*M. musculus*)	*Cx3cr1^tm2.1(cre/ERT2)Jung^* (Cx3cr1–CreER^T2^)	PMID: 23273845	RRID:MGI:5467985	Dr. Steffen Jung (Weizmann Institute of Science, Israel)
Genetic reagent (*M. musculus*)	*Itgax-cre* (CD11c–Cre)	PMID: 17591855	RRID:MGI:3763248	The Jackson Laboratory (Bar Harbor, ME)
Antibody	Rabbit polyclonal antibodies (pAbs) to Iba1	Wako (Osaka, Japan) (Cat# 019–19741)	RRID:AB_839504	IHC (1:250)
Antibody	Biotin-conjugated Armenian hamster monoclonal antibody (mAb) to mouse CD11c (clone HL3)	BD Pharmingen (Cat# 553800)	RRID:AB_395059	IHC (1:200)
Antibody	Rat mAbs to CD68 (clone FA-11)	BioLegend (Cat# 137001)	RRID:AB_2044003	IHC (1:50)
Antibody	PerCP-Cy5.5 conjugated rat mAb to CD45 (30-F11)	BD Biosciences (Cat# 550994)	RRID:AB_394003	FCM (1:100)
Antibody	FITC-conjugated rat mAb to mouse CD11b (clone M1/70)	BD Biosciences (Cat# 553310)	RRID:AB_394774	FCM (1:100)
Antibody	Rat mAb to mouse CD16/CD32 (clone 2.4G2)	BD Biosciences (Cat# 553141)	RRID:AB_394656	FCM (1:400)
Antibody	Streptavidin-conjugated allophycocyanin (APC)	BD Biosciences (Cat# 554067)	RRID:AB_10050396	FCM (1:200)
Antibody	PE conjugated rat mAb to mouse CD172a (SIRPa) (clone P84)	eBioscience (Cat# 12-1721-80)	RRID:AB_11149864	FCM (1:100)
Antibody	PE conjugated rat mAbs to CD68 (clone FA-11)	BioLegend (Cat# 137013)	RRID:AB_10613469	FCM (1:100)
Antibody	PE conjugated rat mAb to mouse CD14 (clone Sa14-2)	BioLegend (Cat# 123309)	RRID:AB_940582	FCM (1:100)
Antibody	PE conjugated recombinant antibody (Ab) to Dectin-1 (REA154)	Miltenyi Biotec (Cat# 130-102-987)	RRID:AB_2651541	FCM (1:5)
Antibody	PE conjugated recombinant Ab to CD47 (REA170)	Miltenyi Biotec (Cat# 130-103-108)	RRID:AB_2659745	FCM (1:10)
Antibody	Rat mAb to myelin basic protein (MBP) (clone 12)	Merck (Cat# MAB386)	RRID:AB_94975	IHC (1:500)
Antibody	Rabbit pAb to Olig2	Immuno-Biological Laboratories (Gunma, Japan) (Cat# 18953)	RRID:AB_1630817	IHC (1:400)
Antibody	Alexa Fluor 488 goat anti-rabbit IgG	Molecular Probes (Cat# A11034)	RRID:AB_2576217	IHC (1:200)
Antibody	Cy3-conjugated AffiniPure Goat anti-rabbit IgG	Jackson Immuno Research (Cat# 111-165-144)	RRID:AB_2338006	IHC (1:400)
Antibody	Cy3-conjugated AffiniPure Goat anti-rat IgG	Jackson Immuno Research (Cat# 112-165-167)	RRID:AB_2338251	IHC (1:200)
Antibody	Cy3-conjugated AffiniPure Goat anti-mouse IgG	Jackson Immuno Research (Cat# 115-165-166)	RRID:AB_2338692	IHC (1:400)
Antibody	Streptavidin, Alexa Fluor 488 conjugate	Molecular Probes (Cat# S11223)	RRID:AB_2336881	IHC (1:400)
Commercial assay or kit	Black-Gold II myelin staining kit	Merck	Cat# AG105	
Commercial assay or kit	Tyramide Signal Amplification (TSA) Biotin System kit	Perkin Elmer	Cat# NEL700A001KT	
Commercial assay or kit	RNeasy Mini kit	Qiagen	Cat# 74106	
Commercial assay or kit	QuantiTect Reverse Transcription kit	Qiagen	Cat# 205313	
Commercial assay or kit	QuantiTect SYBR Green PCR kit	Qiagen	Cat# 204143 or 24163	
Commercial assay or kit	GeneChip 3’IVT Express Kit	Affymetrix	Cat# 901228 or 901229	
Commercial assay or kit	Ovation Pico WTA system V2	NuGEN	Cat# 3302–12/−60/–A01	
Commercial assay or kit	Encore Biotin Module	NuGEN	Cat# 4200–12/−60/–A01	
Chemical compound, drug	Tamoxifen	Toronto Research Chemicals Inc.	Cat# T006000	
Chemical compound, drug	4',6-Diamidino-2- phenylindole	Nacalai Tesque (Kyoto, Japan)	Cat# 11034–56	
Chemical compound, drug	Percoll	GE Healthcare Life Science (Uppsala, Sweden)	Cat# 17089102	
Chemical compound, drug	Sepasol RNA I	Nacalai Tesque (Kyoto, Japan)	Cat# 09379–55	
Chemical compound, drug	cuprizone	Sigma	Cat# C9012-25G	
Software, algorithm	FlowJo 8.8.4 software	Tree Star Inc.	RRID:SCR_008520	
Software, algorithm	iTEM software	Olympus SIS		
Software, algorithm	ImageJ	PMID: 22930833	RRID:SCR_003070	
Software, algorithm	Database for Annotation, Visualization and Integrated Discovery (DAVID) ver. 6.8	PMID: 19033363 PMID: 19131956	RRID:SCR_001881	

### Animals

*Sirpa*^–/–^ (SIRPα KO), *Cd47*^–/–^ (CD47 KO), *Sirpa*^flox/flox^ (SIRPα-flox), and *Cx3cr1^tm2.1(cre/ERT2)Jung^* (Cx3cr1-CreER^T2^) mice were generated as described previously (Oldenborg et al., 2000; Washio et al., 2015; Yona et al., 2013). *Itgax-cre* (CD11c-Cre) Tg mice (B6.Cg-Tg(*Itgax-cre*)1-1Reiz/J, #008068) (Caton et al., 2007) and *Itgax-Venus* (CD11c-EYFP) Tg mice (B6.Cg-Tg(*Itgax-Venus*)1Mnz/J, #008829) (Lindquist et al., 2004) were obtained from Jackson Laboratory (Bar Harbor, ME). SIRPα KO mice were crossed with CD11c–EYFP Tg mice to generate *Sirpa*^–/+^:CD11c-EYFP Tg mice. These mice were crossed with heterozygous *Sirpa*^–/+^ mice, and the resulting homozygous SIRPα WT and KO mice harbouring the CD11c–EYFP transgene were analysed. To obtain SIRPα cKO mice, homozygous SIRPα-flox mice harboring the CD11c–Cre transgene or Cx3cr1–CreER^T2^ targeted gene were crossed with homozygous SIRPα-flox mice, and the resulting SIRPα cKO (SIRPα-flox:Cx3cr1-CreER^T2^, SIRPα-flox:CD11c-Cre) mice were analysed. Littermates carrying homozygous SIRPα-flox alleles but lacking Cre recombinase were used as controls. To induce Cre-dependent recombination, Cx3cr1–CreER^T2^ mice were treated with tamoxifen (TAM) (Toronto Research Chemicals Inc., Ontario, Canada) at 8 wks of age. TAM was dissolved in ethanol and then diluted seven times with corn oil (Wako, Osaka, Japan) to make a 10 mg/ml solution, and 200 μL (2 mg) of this solution was injected subcutaneously once every 48 hr for five consecutive days (a total of 3 times). TAM-treated mice were analysed more than 8 wks after the treatment. All mice were bred and maintained at the Bioresource Center of Gunma University Graduate School of Medicine under specific pathogen–free conditions. Mice were housed in an air-conditioned room with a 12-h-light, 12-h-dark cycle. All animal experiments were approved by the Animal Care and Experimentation Committee of Gunma University (approval no. 18-015).

### Primary antibodies and reagents

Rabbit polyclonal antibodies (pAbs) to Iba1 were obtained from Wako (Osaka, Japan). Biotin-conjugated Armenian hamster monoclonal antibody (mAb) to mouse CD11c (clone HL3), PerCP-Cy5.5 conjugated rat mAb to CD45 (30-F11), FITC-conjugated rat mAb to mouse CD11b (clone M1/70), rat mAb to mouse CD16/CD32 (clone 2.4G2), and streptavidin-conjugated allophycocyanin (APC) were from BD Pharmingen (San Diego, CA). PE conjugated rat mAb to mouse CD172a (SIRPα) (clone P84) was from eBioscience (San Diego, CA). PE conjugated and unconjugated rat mAbs to CD68 (clone FA-11) and PE conjugated rat mAb to mouse CD14 (clone Sa14-2) were from BioLegend (San Diego, CA). PE-conjugated recombinant antibody (Ab) to Dectin-1 (REA154) and PE-conjugated recombinant Ab to CD47 (REA170) were from Miltenyi Biotec (Bergisch Gladbach, Germany). 4',6-Diamidino-2-phenylindole (DAPI) was obtained from Nacalai Tesque (Kyoto, Japan). Rat mAb to myelin basic protein (MBP) (clone 12) was from Merck Millipore (Billerica, MA). Rabbit pAb to Olig2 (18953) was from Immuno-Biological Laboratories (Gunma, Japan).

### Histological analysis

For immunohistochemistry, mice were anesthetised by the inhalation of isoflurane (Pfizer, New York, NY), given an intraperitoneal injection of pentobarbital (Nembutal 100 mg/kg; Dynabot, Tokyo, Japan), and then perfused transcardially with fixation buffer (4% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4)). Brain, spinal cord, or spleen was dissected and fixed in the fixation buffer overnight at 4°C, then transferred to 30% sucrose in 0.1 M phosphate buffer (pH 7.4) for cryoprotection, embedded in OCT compound (Sakura Fine Technical, Tokyo, Japan), and rapidly frozen in liquid nitrogen. Frozen sections with a thickness of 10 or 20 μm were prepared with a cryostat, mounted on glass slides, air dried, and washed with phosphate buffered saline (PBS). Otherwise, free-floating sections were washed with PBS. All sections were then incubated for 30 min at room temperature in Tyramide Signal Amplification (TSA) blocking solution (Perkin Elmer, Norwalk, CT) and stained overnight at 8°C with primary antibodies diluted in primary antibody dilution buffer (PBS supplemented with 2.5% BSA and 0.3% Triton X-100). Sections were then washed with PBS and exposed to the corresponding secondary antibodies conjugated with the fluorescent dyes Cy3 (Jackson Immuno Research Laboratories, West Grove, PA) or Alexa Fluor 488 (Invitrogen, Carlsbad, CA) in secondary antibody dilution buffer (PBS supplemented with 1% BSA and 0.3% Triton X-100). Nuclei were also stained with DAPI. The detection of CD11c with biotin-conjugated primary antibody (HL3) was achieved by using a TSA Biotin System kit (Perkin Elmer) and streptavidin-conjugated Alexa Fluor 488 (Invitrogen) according to the manufacturer’s protocol. Free-floating sections were mounted on glass slides after staining. All sections were mounted with mounting media (0.1 M Tris-HCl buffer (pH9) containing 5% 1,4-diazabicylo (2.2.2)-octane (DABCO), 20% polyvinyl alcohol (PVA), 10% glycerol) and covered with a cover glass. Fluorescence images were acquired with a fluorescence microscope BZ-X710 (Keyence, Osaka, Japan) or DM RXA (Leica, Wetzlar, Germany) equipped with a cooled CCD camera (Cool SNAP HQ; Roper Scientific, Trenton, NJ). Acquired digital images were analysed using ImageJ software (Schneider et al., 2012).

For myelin staining, frozen brain sections were mounted on a glass slide first, and then stained with a Black-Gold II myelin staining kit (Merck Millipore) according to the manufacturer’s protocol. Images were acquired with a light microscope DM IRBE (Leica) equipped with a cooled CCD camera (Penguin 600 CL; Pixera Corp., Santa Clara, CA).

### Preparation of microglia and flow cytometry

Mononuclear cells including microglia were isolated by the method described by Sierra et al. (2007) with a minor modification. Briefly, brain or spinal cord was dissected from genotype- and age-matched mice euthanised by cervical dislocation after deep anaesthesia. Male mice were used unless otherwise noted. Spinal cords isolated from 1 to 3 mice were mixed and treated together. Tissues were rinsed in ice-cold Hank’s Balanced Salt Solution (HBSS; Gibco, Grand Island, NY) and then homogenised in HBSS containing collagenase type 2 (37.5 U/ml; Worthington) and DNase I (45 U/ml; Sigma). Homogenates were then incubated at 37°C for 30 min, gently triturated with a Pasteur pipette, and incubated at 37°C for 10 min. Undigested material was removed by filtration through a 70 μm cell strainer (BD Biosciences), and the remaining cells were centrifuged at 1100 × *g* for 5 min at 18°C. Collected cells were then suspended in 8 ml of 1 × HBSS containing 70% Percoll (GE Healthcare Life Science, Uppsala, Sweden), and then 4–5 ml of each was placed into a 15 ml tube. Cell suspensions were then overlaid consecutively with 4 ml HBSS containing 37% Percoll and 1 ml PBS. The resulting gradient was centrifuged at 200 × *g* for 40 min at 18°C, after which cells at the interface of the bottom two layers (70%/37%) were collected, washed twice with HBSS, and subjected to flow cytometric analysis.

For flow-cytometry analysis, cells were first incubated with a mAb specific for mouse CD16/CD32 to prevent nonspecific binding of labelled mAbs against FcγR and were then labelled with specific mAbs conjugated with PE, FITC, PerCP-Cy5.5, or biotin. For the staining of CD11c, a biotin-conjugated mAb against mouse CD11c was detected with streptavidin-conjugated APC. Labelled cells were analysed by flow cytometry using a BD FACS Canto II flow cytometer (BD Biosciences, San Jose, CA). Cells were first gated on their forward (FSC) and side (SSC) scatter properties to discriminate putative monocytes from other events, and then were gated on CD45 and CD11b. The CD11b^+^/CD45^dim/lo^ fraction obtained was analysed as microglia. All data were analysed with FlowJo 8.8.4 software (Tree Star Inc., Ashland, OR).

### Quantitative PCR analysis

Total RNA was extracted from the whole brain, spinal cord, or dissected optic nerve and optic tract with the use of Sepasol RNA I (Nacalai Tesque) and an RNeasy Mini kit (Qiagen, Hilden, Germany). First-strand cDNA was synthesised from total RNA with the use of a QuantiTect Reverse Transcription kit (Qiagen), and cDNA fragments of interest were amplified by real-time PCR in 96-well plates (Roche Diagnostics, Mannheim, Germany) with the use of a QuantiTect SYBR Green PCR kit (Qiagen) or a FastStart SYBR Green Master (Roche Diagnostics, Mannheim, Germany) and a LightCycler 480 or 96 Real-Time PCR System (Roche Diagnostics). The amplification results were analysed with the use of LightCycler software and were then normalised on the basis of the *Gapdh* mRNA level in each sample. Primer sequences (forward and reverse, respectively) were as follows: *Tnfa*, 5′-CCCTCACACACTCAGATCATCTTCT-3′ and 5′-GCTACGACGTGGGCTACAG-3′; *Il1b*, 5′-CAACCAACAAGTGATATTCTCCATG-3′ and 5′-GATCCACACTCTCCAGCTGCA-3′; *Il6*, 5′-TAGTCCTTCCTACCCCAATTTCC-3′ and 5′-TTGGTCCTTAGCCACTCCTTC-3′; *Il10*, 5′-AGGCGCTGTCATCGATTTCT-3′ and 5′-ATGGCCTTGTAGACACCTTGG-3′; *Tgfb*, 5′-ACCATGCCAACTTCTGTCTG-3′ and 5′-CGGGTTGTGTTGGTTGTAGA-3′; *Itgax*, 5′-AGCTGTGTGGACAGTGATGG-3′ and 5′-TGCATGTGAGTCAGGAGGTC-3′; *Igf1*, 5′-TACTTCAACAAGCCCACAGGC-3′ and 5′-ATAGAGCGGGCTGCTTTTGT-3′; *Trem2*, 5′-CTTCCTGAAGAAGCGGAATG−3′ and 5′-AGAGTGATGGTGACGGTTCC-3′; *Ccl3*, 5′-CAGCCAGGTGTCATTTTCCT-3′ and 5′-CTGCCTCCAAGACTCTCAGG−3′; and *Gapdh*, 5′-TCCCACTCTTCCACCTTCGA-3′ and 5′-GTCCACCACCCTGTTGCTGTA-3′.

### Microarray analysis

Total RNAs were prepared from the white matter (optic nerve and optic tract) or brain mononuclear cells of WT or CD47 KO mice as described above. For the white matter, RNAs from five WT (13–15 wks of age) and four KO (12–15 wks of age) genotype-matched different male animals were pooled and subjected to the analysis. For the brain mononuclear cells, RNAs from seven WT (10–15 wks of age) and six KO (12–16 wks of age) male animals were pooled and analysed. Microarray analyses were performed by the Dragon Genomics Center of Takara Bio (Otsu, Japan). The quality of the RNA samples was confirmed by an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Biotinylated complementary RNA (cRNA) was synthesized using the GeneChip 3IVT Express Kit (Affymetrix, Santa Clara, CA) from 250 ng of total RNA prepared from the white matter, or using the Ovation Pico WTA system V2 (NuGEN, San Carlos, CA) and the Encore Biotin Module (NuGEN) from 20 ng of total RNA prepared from the brain mononuclear cells. Following fragmentation, 10 μg of cRNA was hybridised for 16 hr at 45°C on the GeneChip Mouse Genome 430 2.0 Array (Affymetrix) with the use of a Hybridization, Wash and Stain Kit according to the GeneChip 3′IVT Express Kit User Manual (Affymetrix). GeneChips were then scanned by a GeneChip Scanner 3000 7G (Affymetrix) under the control of Affymetrix GeneChip Command Console Software (Affymetrix). Obtained data were processed using the Expression Console Software (Affymetrix).

### Transmission electron microscopy (TEM)

Sample preparation for TEM analysis was carried out as described previously (Wilke et al., 2013) with minor modifications. Mice were anesthetised as described above and were then perfused transcardially with 1.6% PFA and 3% glutaraldehyde in 0.1 M phosphate buffer (pH 7.4). Brain tissues were removed and fixed with 4% PFA in 0.1 M phosphate buffer overnight at 4°C. Brains were coronally sectioned into slices of 100 μm thickness, and these slices were incubated with a fixative containing 2% reduced OsO_4_ and 1.5% potassium ferrocyanide in 0.1 M sodium cacodylate buffer (pH 7.4) for 1 hr on ice, with 1% thiocarbohydrazide solution for 20 min at room temperature and then with 2% OsO4 solution for 30 min. Sections were incubated in 1% uranyl acetate overnight at 4°C, incubated with Walton’s lead aspartate solution for 75 min at 60°C, dehydrated by sequential treatment for 10 min in each of 50, 70, 80, 90, 95, and 100% ethanol, and then placed in a second solution of 100% ethanol. The sections were incubated with propylene oxide twice, with a 1:1 mixture of propylene oxide/Durcupan resin (Durcupan ACM, Fluka, Buchs, Switzerland) for 10 min and with Durcupan resin twice for 10 min each, and then cured on a slide glass at 60°C for 2 days. The cured resins containing the anterior commissure were trimmed out from the flat resins under a stereo microscope and re-embedded into resin blocks for ultrathin sectioning. Ultrathin sections were prepared at a 50 nm thickness using an ultramicrotome (Ultracut-T, Leica) and collected onto single slot copper grids. The samples were examined at ×2500 magnification by a transmission electron microscope (H-7650, Hitachi, Tokyo, Japan) and digital electron micrographs were captured. The frequency of myelinated axons among all axons in the anterior commissure and the g-ratios of myelinated axons (the ratio of circumference of axon over myelin) were determined by the use of iTEM software (Olympus SIS, Münster, Germany).

### Cuprizone model of demyelination

Control (SIRPα-flox:—) or SIRPα cKO (SIRPα-flox:Cx3cr1CreER^T2^) mice were fed a 0.2% (*w/w*) cuprizone (bis(cyclohexanone)oxaldihydrazone, Sigma) (Cpz) diet. Mice were sacrificed and their brains were processed for immunohistochemical analysis after 3 or 5 wks of Cpz treatment. Other groups of mice were returned to a normal diet after 5 wks of Cpz treatment and allowed to recover for 2 wks prior to immunohistochemical analysis. Mice fed a normal diet without Cpz for 7 wks were analysed as controls. Frozen brain coronal sections with a thickness of 20 μm were prepared and stained with specific antibodies for MBP (Myelin Basic Protein), Iba1, CD11c, and Olig2. Coronal slices from each mouse at approximate levels −1.9 to −2.0 mm from the bregma (Paxinos and Franklin, 1997) were analysed by fluorescence microscopy. Area size of the white matter, demyelination area (weak or no MBP-immunoreactive area), Iba1-positive area, and CD11c-positive area, as well as the cell number of Olig2^+^ cells, were quantified by ImageJ software (Schneider et al., 2012). The white matter area, including corpus callosum and hippocampal alveus, was visually determined on the image. The ratios of the area size of demyelination area, the Iba1-positive area and the CD11c-positive area to that of the white matter region, as well as the cell density of Olig2^+^ cells in the white matter area, were calculated from the quantified data and expressed as percentages. An example image for the quantification of demyelination size is shown in Supplementary file 5.

### Statistical analysis

Data are presented as the means ± SEM and were analysed using the Welch’s t-test. A *P* value <0.05 was considered statistically significant.

### Data availability

The microarray data have been deposited to the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) (accession numbers: GSE118804 and GSE118805 for the white matter and the brain mononuclear cells, respectively).

## Data Availability

The microarray data discussed in this manuscript have been deposited to the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) (accession numbers: GSE118804 and GSE118805). The following datasets were generated: OhnishiH2018Expression data from mouse optic nerve and optic tractNCBI Gene Expression OmnibusGSE118804 OhnishiH2018Expression data from mouse brain mononuclear cellsNCBI Gene Expression OmnibusGSE118805

# Supplementary material for: Microglial SIRPα regulates the emergence of CD11c+ microglia and demyelination damage in white matter
**Source:** eLife. 2019 Mar 26;8:e42025. doi: 10.7554/eLife.42025

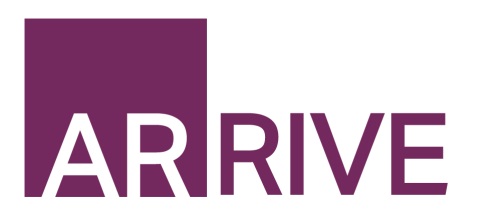

The ARRIVE Guidelines Checklist

Animal Research: Reporting In Vivo Experiments

Carol Kilkenny^1^, William J Browne^2^, Innes C Cuthill^3^, Michael Emerson^4^ and Douglas G Altman^5^

*^1^The National Centre for the Replacement, Refinement and Reduction of Animals in Research, London, UK, ^2^School of Veterinary Science, University of Bristol, Bristol, UK, ^3^School of Biological Sciences, University of Bristol, Bristol, UK, ^4^National Heart and Lung Institute, Imperial College London, UK, ^5^Centre for Statistics in Medicine, University of Oxford, Oxford, UK.*

|  | | ITEM | RECOMMENDATION | Section/ Paragraph |
| --- | --- | --- | --- | --- |
|  | | | Title |  |
|  | | | Abstract |  |
| INTRODUCTION | | |  |  |
| 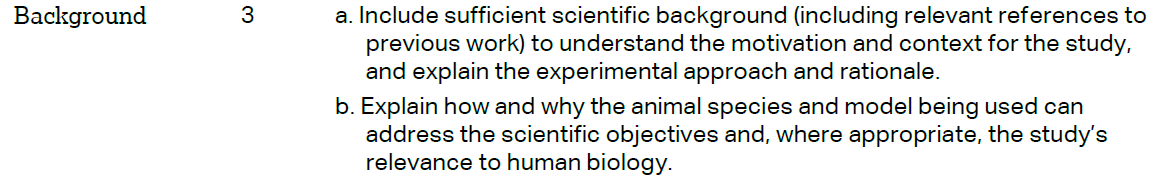 | | | Paragraphs 1 |  |
|  | | | Paragraphs 2 |  |
| METHODS | | |  |  |
|  | | | Line 528th-530th  Institutional Approval no. 13-009 |  |
| 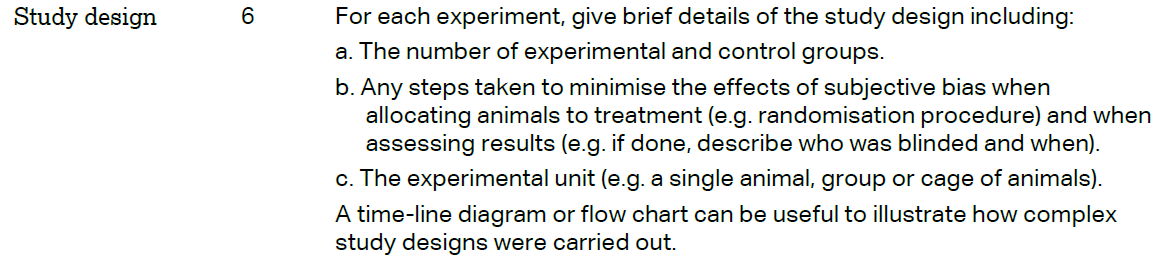 | | | a. Figure legends |  |
| 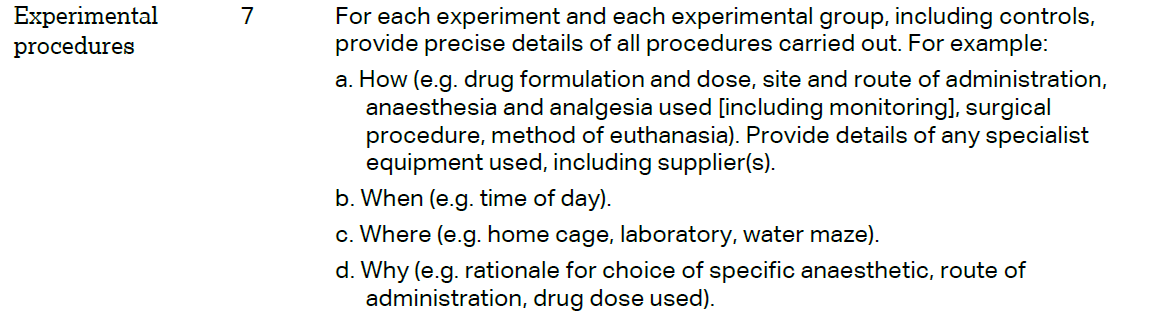 | | | Materials and methods |  |
| 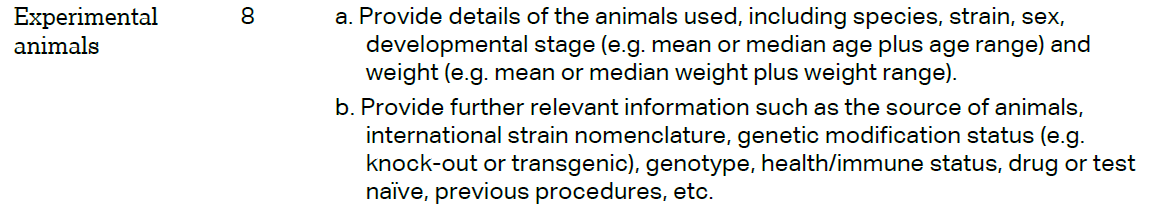 | | | b. Key resources tables in Materials and methods |  |

The ARRIVE guidelines. Originally published in *PLoS Biology*, June 2010^1^

| 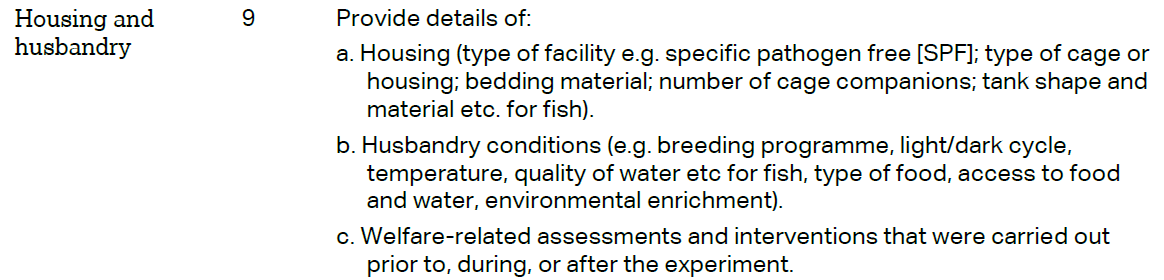 | a. b. Animals in Materials and methods | |
| --- | --- | --- |
| 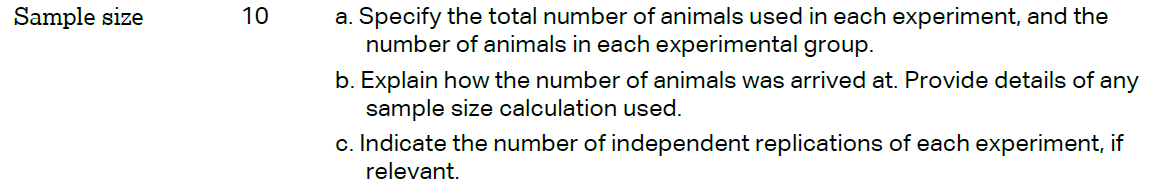 | a. c. Figure legends | |
| 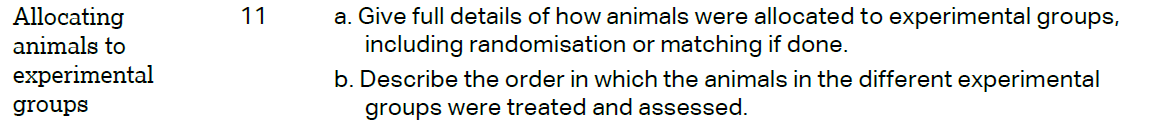 | a. b. Not applicable | |
|  | Materials and methods | |
| 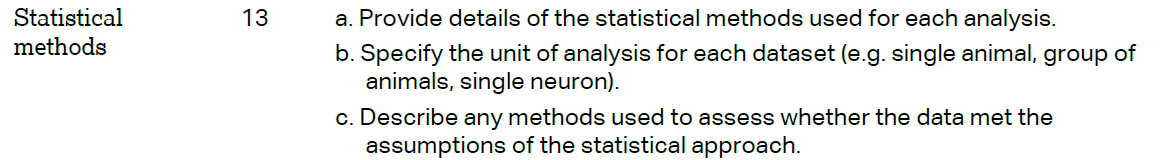 | Statistical analysis in Materials and methods | |
| RESULTS |  | |
|  | In Figures | |
|  | Figure legends | |
|  | In Figures  Results section | |
|  | Histological analysis section in Materials and methods | |
| DISCUSSION |  | |
| 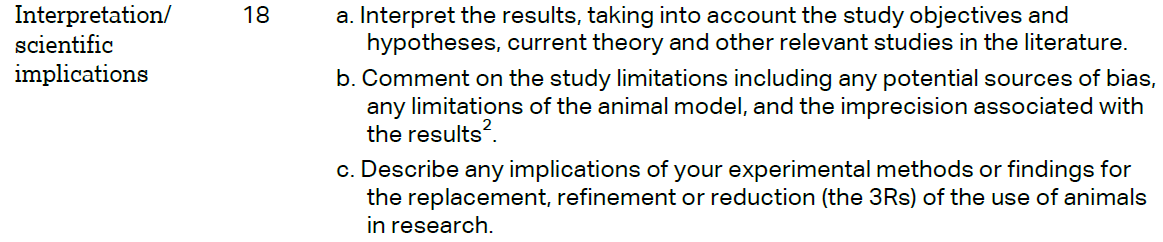 | Discussion | |
|  | Discussion | |
|  | | Related information were uploaded on website |

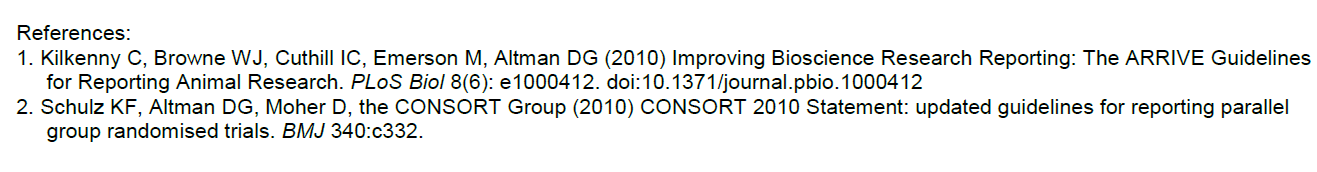

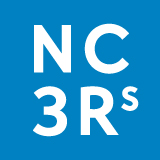

**Supplement:** Reporting standard 1.

How the deposited data were processed for this re-analysis (not part of the article)

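Gene expression was measured in brain mononuclear cells of WT and CD47 KO mice on the Affymetrix GeneChip Mouse Genome array. RNA from 7 WT mice (10 to 15 wks of age) and from 6 CD47 KO mice (12 to 16 wks), males by the paper's description, was pooled by genotype, amplified from 20 ng with the Ovation Pico WTA system and hybridised to 1 array per pool. The white matter arrays of the study are not analysed here. Their values were taken from Supplementary file 1 and are the paper's.

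The deposited values are MAS5 signals, one linear signal intensity per probe set, which the authors made from the scanned arrays with the Expression Console Software. The version of that software is not given in the sources used here. The values behave as scaled by a common factor per array, since the mean left after removing 2% of the values at each end was 500.002 on both. Detection calls are not part of the values used here. The paper's tables give Log2 ratios per probe set, and the 1985 probe sets of Supplementary file 2 that are held here all have the same Log2 ratio as the deposited signals, with a largest difference of 1.39e-05. That table is held in part, with 1321 of the 1323 genes that the paper counts as increased and 592 decreased probe sets, so no overlap or enrichment was computed on it.

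The array holds 45101 probe sets, of which 64 are controls. Gene names came from the platform annotation, which gives exactly 1 symbol to 34945 probe sets, several to 932 and no name here to 9160. Probe sets with several symbols or none were left out of counts by gene. Of the named probe sets, 34741 carry a gene identifier that is in the RefSeq gene table of GRCm38.p6. For 10 listed genes an older symbol was updated by hand. List members without a named probe set, 1 of the 10 myelin repair genes among them, are not analysed here.

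The Log2 ratio of CD47 KO over WT was taken from the signals as deposited, with no offset. A probe set was expressed when its signal reached its array's median (161 in WT, 146 in CD47 KO) on at least 1 array. A gene was counted as increased when at least 1 expressed probe set was more than 2-fold higher and none more than 2-fold lower, and the reverse for decreased. The exclusion of genes found in both groups follows a note in the paper's supplementary tables. Elsewhere the value of a gene is that of its probe set with the highest mean signal. The arrays have no replicates, so the only internal measure of error is the difference between probe sets of a gene, which also holds probe effects and splice forms. Its SD was 1.05 in the dimmest 25% of genes by signal and 0.313 in the brightest 25%. The number of arrays limits the precision of every value.

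Each gene list was summarised by the median Log2 ratio of its expressed members and the percentile of that median among 10000 random lists of the same size, matched on mean signal in 20 bins. The percentile describes these 2 arrays and is not a p-value for the genotypes. The 43 lists were fixed beforehand and cover pathways the paper names apart from those of cancer, microglial programmes, and markers of cell types that the preparation could hold. They name 1398 genes, of which 1285 have a named probe set. The pathway lists are hand-written, and the database enrichment of the study was not repeated. The number of shared genes between tissues was set against random lists and against the number that independent lists would share.

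Genes were named by a rule also fixed beforehand. It takes the genes that the paper names for these cells, the 12 highest and 12 lowest Log2 ratios among genes past 2-fold with a signal at or above the 75th percentile of the brighter array, up to 4 members of each list with the largest change, and the genes of a cell type list with the brightest probe sets. Values of the genes that the paper names had been seen in its tables. *Masp1*, *Apobr*, *Siglecf*, *Ccl4*, *Ccl9*, *Cd247*, *Sfrp2* and *Ctnnb1* lie outside the rule and were chosen after their values were seen, as were the lists of nasal and pituitary genes in the closing part.

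Each result was recomputed under 11 alternatives, which changed the signal threshold (none, the 75th percentile, or the median on both arrays), the normalization (centring, quantile or loess with a fraction of 0.4), the treatment of low signals (the 25th percentile added to both signals, or low signals raised to it), or the choice of probe set (the mean, the brightest in counts too, or without probe sets named for possible cross-hybridisation). For these, 1000 random lists were drawn. The calculation was tested on simulated arrays with 200 changed genes. Of these, 49 of 50 genes with a Log2 ratio of 1.5 were recovered, as were 49 of 50 at 3, 43 of 50 at -1.5 and 49 of 50 at -3. Of 10405 simulated genes with no change that passed the signal threshold, 1012 (9.73%) passed 2-fold. A simulated list of 40 genes shifted by 0.5 lay at percentile 100, and 10 of 200 lists with no shift lay outside the middle 95%. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 was used.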

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

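Of the tests below, those on pituitary genes, on nasal epithelium genes and on noise in the genes that stood out were chosen after the result was seen. Lists were singled out when the paper gives no result for them in brain mononuclear cells and their median lay outside the middle 95% of matched random lists. For the white matter, the paper does liken its increased genes to those of disease-associated microglia and names positive regulators of phagocytosis. A median outside the middle 95% was found for 17 of the 43 lists, including those of the paper. For random lists of independent genes, 2.15 would be expected. The lists share genes, such as *Ctsb* and *Npc2* on both the lysosome and disease-associated microglia lists, and markers of a cell type can vary together. The 2.15 is therefore not a like measure of chance for these lists.

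Genes past 2-fold lay mostly among dim probe sets. The share of expressed probe sets past 2-fold was 36.6 times as high in the dimmest 25% as in the brightest 25%. The threshold keeps a probe set below the median of 1 array only where it reaches the median of the other. The ratio was 40.0 with no threshold and 11.3 with the median required on both arrays. The ratio is consistent with noise of low signals as a source of many of the counted genes, and of 1184 probe sets past 2-fold in genes with several, 201 (17.0%) were matched by another of the gene. An effect of the knockout on dim genes stays open and was not tested, since there is 1 array per genotype.

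Markers of vascular and meningeal cells were lower in the CD47 KO preparation, with medians of -0.92 for fibroblast and meningeal, -0.61 for pericyte and smooth muscle and -0.38 for endothelial markers. *Acta2* (4004 in WT, 2002 in CD47 KO), *Rgs5* (4097 and 2676), *Col1a2* (1519 and 702) and *Slc2a1* (7576 and 7060) are among the markers with the brightest probe sets. The highest percentile among the 3 lists was 0.04, which is consistent with fewer of these cells in the CD47 KO preparation, with the Percoll gradient as the separation step that the methods describe. A lower expression within these cells and a true difference between the genotypes stay open and were not tested.

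The pituitary hormone genes *Gh* (-3.46), *Cga* and *Pomc* and the airway genes *Bpifa1* (-5.58) and *Bpifb3* were far lower in CD47 KO, while the paper's white matter table lists *Gh* and *Pomc* as increased and *Cga* as decreased. Noise of low signals is argued against for *Gh* and *Pomc*, whose 4 other expressed probe sets were all more than 2-fold lower (-1.46 to -4.12). *Cga* and *Bpifa1*, each read by 1 expressed probe set, had WT signals of 623 and 2341, above the 75th percentile of 540. With a constant added to both signals they had -3.09 and -4.76, against an SD of 1.01 in the dimmest 25% of probe sets. These values argue against noise of low signals for *Cga* and *Bpifa1*. For *Bpifb3*, whose change was smaller (-2.18 with the constant), noise of low signals is left undecided. Of 2639 genes with 2 bright probe sets, 0 showed so large a difference between them as *Cga* and *Bpifa1*, and 4 did for *Bpifb3*. Bright probe sets lack the low signals in question, so these pairs by themselves cannot decide on noise of low signals. Over 9 other nasal epithelium genes the median was -1.81, at percentile 0 of matched random lists, which is consistent with some nasal epithelium in the WT preparation, though 7 of the 9 passed the signal threshold in WT alone and the 2 left with the median required on both arrays had -0.04, at percentile 49.1 (all 21 with no threshold had -0.93, at percentile 0.1, and the 1 left at the 75th percentile -0.20). Over 7 other pituitary genes the median was -0.27, at percentile 4.65, with *Prl* at 3956 and 1482 and *Chgb*, which neurons also express, at 5093 and 6732, so pituitary tissue in the WT preparation is left undecided. An effect of the genotype on these genes stays open and was not tested.

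Genes of disease-associated microglia had a median Log2 ratio of 0.25, with 28 of 32 higher, and 0.21 over the 23 members that the study had not picked, at percentile 99.9. Homeostatic microglia genes had a median of 0.15, with 24 of 27 higher, *Olfml3* at 0.43 and *Lag3* at 0.61. Since homeostatic genes were higher as well, a larger share of microglia in the CD47 KO preparation stays open. It was not tested for the disease-associated, lysosome and phagocytosis lists. Lysosome genes had a median of 0.15, with 41 of 49 higher, among them *Gaa*, the acid alpha-glucosidase gene, at 0.97 and *Npc1*, a cholesterol exporter gene, at 0.80. Lipid and cholesterol handling genes had a median of 0.19, with 21 of 33 higher, outside the middle 95% in 10 of 11 alternative settings, and 0.12 without the 4 that the study picked, at percentile 91.4. Phagocytosis receptors and bridging molecules had a median of 0.13, with 33 of 41 higher, outside the middle 95% in 6 of 11 alternative settings, and 0.12 without the 6 that the study picked, at percentile 96.7. Astrocyte markers had a median of 0.31, with 11 of 13 higher, *Mlc1* at 0.84 and *Gjb6* at -0.76.

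Choroid plexus markers had a median of -0.39, with 10 of 12 lower, *Slc4a5* at -0.97 and *Ttr* at 0.03. Neutrophil markers had a median of -0.36, with 10 of 12 lower, *Prtn3* at -1.32, *Elane* at -1.05 and the bright gene *S100a8* at 0.16. Monocyte markers had a median of -0.34, with 10 of 12 lower, *F10* at signals of 166 and 31.1 and *Treml4* at a Log2 ratio of 1.23, or 0.90 with a constant added to both signals. Oxidative phosphorylation genes had a median of -0.000125, with 22 of 45 higher, below the random lists, whose middle 95% ran from 0.02 to 0.12. *Xist*, the RNA of X inactivation, had signals of 7070 in WT and 6530 in CD47 KO on its brightest probe set. The paper describes both pools as male. The Y-linked gene *Eif2s3y* had 189 and 461 on 1 probe set and 165 and 146 on another. *Kdm5d* had 162 and 307 on its brightest, and all 4 probe sets of *Uty* lay below the median on both arrays. The sex of the pooled animals was not tested, so a difference in sex between the pools stays open.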

How the results depend on the processing

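No paired analysis was possible because there is 1 pooled array per genotype. All 11 alternatives were set beforehand, except for the nasal and pituitary lists, which were added after the data were seen. Of 1888 Log2 ratios of single genes under the alternatives, 38 moved by more than the spread of probe sets of like signal and no called gene changed direction. Of 506 medians of lists, 53 moved by more than the SD of random lists. Among the 19 lists outside the middle 95%, 1 median changed sign, and among the 27 inside it 24 of 297 values did, Hippo and Rap1 signaling among them. Of 53 counts and shares, 21 moved, by more than 1.5 times for counts and past the 95% confidence interval for the matched share. Single genes below a stricter threshold gave no value there, nor did the share of matched probe sets where each gene has 1 value. Signal over background limits the dim genes most. For moves that do not follow from the genes left by a threshold or by the probe set rule, the cause was not tested.

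With no signal threshold, 18193 genes were compared, 2304 were increased and 3509 decreased. The white matter genes had a median of 0.0573 and 71 of them were increased, Rap1 signaling had a median of -0.0246, and 27.8% of probe sets past 2-fold were matched by another of the gene. With the threshold at the 75th percentile, 6938 genes were compared, 156 were increased and 216 decreased, and 11 of the white matter genes were increased. Medians were 0.0795 for the matrix genes, 1.29 for the repair genes, 0.11 for the white matter genes and -0.11 for the Y-linked and X-inactivation genes, where *Xist* alone was left. With the median required on both arrays, which removes genes below it on either, 243 were increased, 394 decreased and 17 of the white matter genes increased. The median was -0.0512 for the matrix genes and 1.26 for the repair genes, and 10.2% of probe sets were matched.

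After quantile normalization the medians were -0.0279 for Hippo and -0.0198 for Rap1 signaling, and after loess -0.0426 and -0.0232, with 0.0612 for the white matter genes. The share of increased among all changed genes was 42.0%, and 51.8% after quantile normalization (925 increased, 861 decreased) and 54.6% after loess (970 and 807). With an offset, 490 genes were increased and the repair median was 1.32. With the mean over probe sets, 368 were increased, 592 decreased and 20 of the white matter genes increased, with medians of -0.0432 for Hippo and -0.0219 for Rap1 signaling. With the brightest probe set in counts too, the numbers were 412, 632 and 22. Without probe sets prone to cross-hybridisation, 14.1% were matched.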

Differences from the paper's values

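The paper reports 1323 genes as increased more than 2-fold in CD47 KO brain mononuclear cells, where 763 were counted here. Of the alternatives set before the data were examined, quantile normalization (925) and loess (970) came within 1.5 times of the paper's value. The others did not, with 2304 under no signal threshold as the highest and 156 under a threshold at the 75th percentile as the lowest. The paper reports 2286 genes as decreased, where 1052 were counted here, and none of the alternatives came within 1.5 times of that, with 3509 under no signal threshold and 216 under the 75th percentile. The fold threshold is the paper's. The paper's detection rule is not applied here, and probe sets without a single gene name are left out. The 1985 probe sets of the paper's table held here have the Log2 ratios of the deposited signals, without quantile normalization or loess. Of these, 1089 (54.9%) passed the signal threshold used here.

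The number of genes detected, 11695 here and 16544 in the paper, and the number increased in both tissues, 35 here and 32 in the paper, differ by less than 1.5 times. The Log2 ratios of single probe sets in the paper's table equal those of the deposited signals.

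The paper describes TNF signaling as enriched among increased genes. Over the list used here, 35 of 72 expressed genes were higher, with a median of -0.01, while 6 were increased and 4 decreased past 2-fold on the brightest probe set and 8 and 6 by any, and *Tnf* (1.28) and *Rela* (1.02) were higher as the paper states. It describes *Ikbkb* as increased, where the brightest probe set had -0.91, the mean over its expressed probe sets was 0.21, and single probe sets had 1.55 and, below the signal threshold, 3.69 (1.85 with a constant added to both signals). The paper describes the Wnt pathway as decreased, where 61 of 97 expressed genes were higher and the median was 0.08. Past 2-fold, 8 Wnt genes were increased and 4 decreased on the brightest probe set, and 13 and 15 by any. *Wnt7b* had -2.42, or -1.68 with a constant added to both signals. Of Hippo and Rap1 signaling, also described as enriched among decreased genes, 46 of 91 and 69 of 130 expressed genes were higher, with medians of 0.01 and 0.02, while past 2-fold 3 Hippo genes were increased and 7 decreased on the brightest probe set (5 and 12 by any), and 4 Rap1 genes increased and 10 decreased (8 and 20 by any). The lists are hand-written and their tallies do not measure enrichment in the paper's database terms.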

Other observations

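Of the tests below, the count with 1 probe set per gene was chosen after the overlap was seen, and so was the weighing of T cell markers by brightness. The medians of the cell types that follow lay inside the middle 95% of matched random lists. For border macrophage and B cell markers that range was wide, -0.54 to 0.40 and -0.33 to 0.29, so a shift is not excluded. Border macrophage markers had a median Log2 ratio of -0.47 at percentile 4.54, with all 7 lower, *Cbr2* at -1.76 and the mannose receptor gene *Mrc1* at -1.19. B cell markers had -0.25 at percentile 5.53, with all 8 lower and *Ms4a1*, encoding CD20, at -1.98. NK cell markers had 0.15 at percentile 79.2 and dendritic cell markers 0.07 at percentile 59.7, with the growth factor receptor gene *Flt3* at signals of 255 and 31.8 and the chemokine receptor gene *Ccr7* at 66.6 and 160. Red blood cell and platelet markers had 0.28 at percentile 94.8. Neuron markers had 0.03 at percentile 40.6, oligodendrocyte markers 0.08 at percentile 73.0, oligodendrocyte precursor markers 0.27 at percentile 91.0 and ependymal cell markers -0.16 at percentile 32.0.

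Among gene programmes, antigen presentation had a median of 0.08 at percentile 66.2, with the costimulatory gene *Cd86* at 0.85, or 0.23 as a mean over its probe sets. Interferon-stimulated genes had -0.03 at percentile 42.0, with 9 of 21 higher and the guanylate-binding protein gene *Gbp3* at -2.19. Cell division genes had 0.09 at percentile 86.9, with *Kif2c*, a mitotic kinesin gene, at 2.85. Immediate early and dissociation-stress genes had -0.00137 at percentile 9.46, and ribosomal protein genes 0.10 at percentile 81.9. The SIRP family with its ligands and phosphatases had -0.07 at percentile 21.8, with *Thbs1*, another ligand of CD47, at -0.93. The 3 expressed Y-linked and X-inactivation genes had 0.92 at percentile 99.7. This median mixes the Y-linked genes *Eif2s3y* (1.29) and *Kdm5d* (0.92) with *Xist* (-0.11), so it does not measure the sex of the pools.

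The number of white matter genes also increased here lay at percentile 99.17 of random lists, which argues against chance overlap. At the 75th percentile threshold it lay at percentile 96, inside the random range. The paper's own count of 32 cannot be judged against the 47.5 of independent lists at its list sizes. That value takes all 594 white matter genes as detected in these cells, where 377 were expressed here. With 1 probe set per gene the number lay at percentile 99.7, which argues against genes with several probe sets as the cause. T cell markers had a median of -0.24 at percentile 16.7, which by the bound set beforehand argues against more T cells in the CD47 KO preparation. That bound did not allow for dim markers. The 4 markers at or above the 75th percentile lay at percentile 99.9, with *Cd3g*, *Cd3d* and *Bcl11b* (0.60) higher and *Cd8a* (-0.91, or -0.41 as a mean over its probe sets) lower, so the question is left undecided.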
